# Loss-of-function mutation in PRMT9 causes abnormal synapse development by dysregulation of RNA alternative splicing

**DOI:** 10.1038/s41467-024-47107-9

**Published:** 2024-04-01

**Authors:** Lei Shen, Xiaokuang Ma, Yuanyuan Wang, Zhihao Wang, Yi Zhang, Hoang Quoc Hai Pham, Xiaoqun Tao, Yuehua Cui, Jing Wei, Dimitri Lin, Tharindumala Abeywanada, Swanand Hardikar, Levon Halabelian, Noah Smith, Taiping Chen, Dalia Barsyte-Lovejoy, Shenfeng Qiu, Yi Xing, Yanzhong Yang

**Keywords:** Alternative splicing, Methylation

## Abstract

Protein arginine methyltransferase 9 (PRMT9) is a recently identified member of the PRMT family, yet its biological function remains largely unknown. Here, by characterizing an intellectual disability associated PRMT9 mutation (G189R) and establishing a *Prmt9* conditional knockout (cKO) mouse model, we uncover an important function of PRMT9 in neuronal development. The G189R mutation abolishes PRMT9 methyltransferase activity and reduces its protein stability. Knockout of *Prmt9* in hippocampal neurons causes alternative splicing of ~1900 genes, which likely accounts for the aberrant synapse development and impaired learning and memory in the *Prmt9* cKO mice. Mechanistically, we discover a methylation-sensitive protein–RNA interaction between the arginine 508 (R508) of the splicing factor 3B subunit 2 (SF3B2), the site that is exclusively methylated by PRMT9, and the pre-mRNA anchoring site, a cis-regulatory element that is critical for RNA splicing. Additionally, using human and mouse cell lines, as well as an SF3B2 arginine methylation-deficient mouse model, we provide strong evidence that SF3B2 is the primary methylation substrate of PRMT9, thus highlighting the conserved function of the PRMT9/SF3B2 axis in regulating pre-mRNA splicing.

## Abstract (web summary)

Mutations in protein arginine methyltransferase 9 (PRMT9) are linked to intellectual disability. Here, the authors show that mutant PRMT9 fails to methylate its primary substrate SF3B2, causing aberrant RNA splicing and abnormal synapse development.

## Introduction

Arginine methylation is a widespread post-translational modification (PTM) found in all eukaryotes^1,2^. It is catalyzed by a family of enzymes known as protein arginine methyltransferases (PRMTs). The human PRMT family consists of nine members (PRMT1–9) that exhibit different substrate specificities and generate distinct methylation states, including monomethylation (MMA), asymmetric dimethylation (ADMA), and symmetric dimethylation (SDMA). These PTMs are involved in a wide range of cellular functions, including gene expression, RNA processing, genome stability, and signal transduction^1,2^. Aberrant protein arginine methylation underlies many human diseases, including neurodevelopmental disorders and cancer^3–5^. Proteomic studies have identified thousands of arginine methylated protein substrates and the RNA-binding proteins (RBPs) constitute the largest group of these substrates^6–8^. Many of these RBPs are splicing factors and/or regulators of RNA splicing, thus, inhibiting arginine methylation using small molecule inhibitors or by the genetic knockout of PRMTs exerts profound impacts on RNA splicing^9–11^. However, PRMTs generally methylate a broad spectrum of protein substrates that are involved in various aspects of RNA metabolism, making it difficult to determine the specific function of arginine methylation in splicing regulation. Our previous work was the first to characterize the biochemical activity of PRMT9 and identified the splicing factor 3B subunit 2 (SF3B2) as its methylation substrate, linking the function of this newest member of the PRMT family to pre-mRNA splicing^12,13^. PRMT9 deposits SDMA marks at a single arginine site, R508. Our new data suggest that SF3B2 is the primary substrate of PRMT9 in human and mouse cells, and that R508 is highly methylated in vivo, indicating a conserved function of SF3B2 R508 methylation in regulating RNA splicing.

Alternative splicing (AS) is a fundamental regulatory mechanism of gene expression that allows the production of multiple mRNA isoforms from a single gene^14^. This process is tightly controlled by a large ribonucleoprotein complex known as the spliceosome^15–17^. The assembly of the spliceosome is guided by three main landmarks on the introns of pre-mRNA: the 5*'* splice site (5*'*SS), branch point sequence (BPS), and 3*'* splice site (3*'*SS)^18–20^. These sequences function as core cis-elements that form multivalent RNA–protein and RNA–RNA interactions with the components of the spliceosome. In addition, other cis-regulatory elements located in introns and exons also act together with core splicing signals to ensure the fidelity of pre-mRNA splicing^14^. For example, the pre-mRNA anchoring site, which is a 20-nucleotide sequence located upstream of the BPS, can directly interact with several protein components of the U2 snRNP complex, including SF3B2, and facilitate spliceosome assembly^21,22^. AS is particularly prevalent in neuronal cells, where the splicing patterns are continuously changing to maintain cellular homeostasis and promote neurogenesis, migration, and synaptic function^23,24^. As such, genetic mutations that cause aberrations in neural AS patterns have been linked to many neurological diseases, including intellectual disability (ID), autism, and Alzheimer’s disease^25^. Understanding the mechanisms of RNA splicing and the consequences of its disruption in neurological disorders is crucial for the development of potential therapies and treatments for these devastating conditions. Although recent advances in genome-wide technologies and the development of computational tools have facilitated the discovery of novel AS events at unprecedented levels^26–30^, the molecular mechanisms underlying splicing regulation remain largely unknown.

In this study, we characterized a PRMT9 mutation, G189R, which is identified in autosomal recessive intellectual disability (ARID) in a large whole-genome sequencing study of 136 consanguineous families^31^. We found that this mutation completely abolishes PRMT9’s catalytic activity on SF3B2 R508 methylation and leads to heavy PRMT9 ubiquitination. Based on the loss-of-function nature of this mutation, we established a *Prmt9* conditional knockout (cKO) mouse model and demonstrated that PRMT9 loss in excitatory neurons leads to aberrant synapse development and impaired learning and memory, thus revealing a causal relationship between PRMT9 loss-of-function and ARID. Importantly, using a complementary SF3B2 methylation-deficient knock-in (KI) mouse model, we showed that SF3B2 is the primary substrate of PRMT9 and that the neuronal defects observed in *Prmt9* cKO mice are likely due to SF3B2 methylation deficiency. Mechanistically, we found that R508 methylation modulates SF3B2–anchoring site interaction in a context-dependent manner, thereby influencing 3’ splice site selection.

## Results

### The ID patient-associated PRMT9 G189R mutation abolishes its arginine methyltransferase activity

PRMT9 harbors two essential AdoMet-binding domains with a clear duplication and partial conservation of most of the six signature PRMT motifs^13^. It also contains three tetratricopeptide repeats (TPRs) at its N terminus, potentially involved in protein–protein interactions (Fig. 1a). Amino-acid sequence analysis revealed that the G189R mutation identified in the ID patients is located within Motif I of the methyltransferase domain (Supplementary Fig. 1a). G189 is highly conserved among vertebrates (Fig. 1a) and among all human PRMTs (Supplementary Fig. 1a). Analysis of published human PRMT9 crystal structure (PDB: 6PDM) showed that G189 resides at the beginning of an α-helix located between the first and second β-strand of the characteristic seven-β-strand methyltransferase domain (Supplementary Fig. 1b). We conducted a series of biochemical and cellular assays to characterize this mutation. First, we compared the methyltransferase activity of G189R with wild type (WT) and a previously reported catalytic-inactive mutant PRMT9 (VLDI mutated to AAAA; “4A”)^13^ using an in vitro methylation assay. Recombinant G189R failed to methylate SF3B2, the only reported PRMT9 substrate (Fig. 1b). Second, we compared the interaction of WT and mutant PRMT9 with SF3B2 by performing a co-immunoprecipitation (co-IP) assay. Like the catalytic-inactive 4A mutant, G189R failed to interact with SF3B2 in cells (Fig. 1c). Third, using the SF3B2 site-specific arginine methylation antibody (αSF3B2 R508me2s) that we developed in our previous study, we found that only the rescue expression of WT PRMT9, but not the G189R or 4A mutant, restored SF3B2 R508me2s level in PRMT9 KO cells (Fig. 1d). Lastly, immunofluorescence (IF) staining assay using the SF3B2 R508me2s antibody showed that the G189R and 4A mutations did not affect PRMT9 cytoplasmic localization, but neither of them could restore SF3B2 R508me2s in PRMT9 KO cells (Fig. 1e). Altogether, these results demonstrate that the ID patient-associated G189R mutation abolishes the arginine methyltransferase activity of PRMT9 in vitro and in cells.

**Fig. 1:**
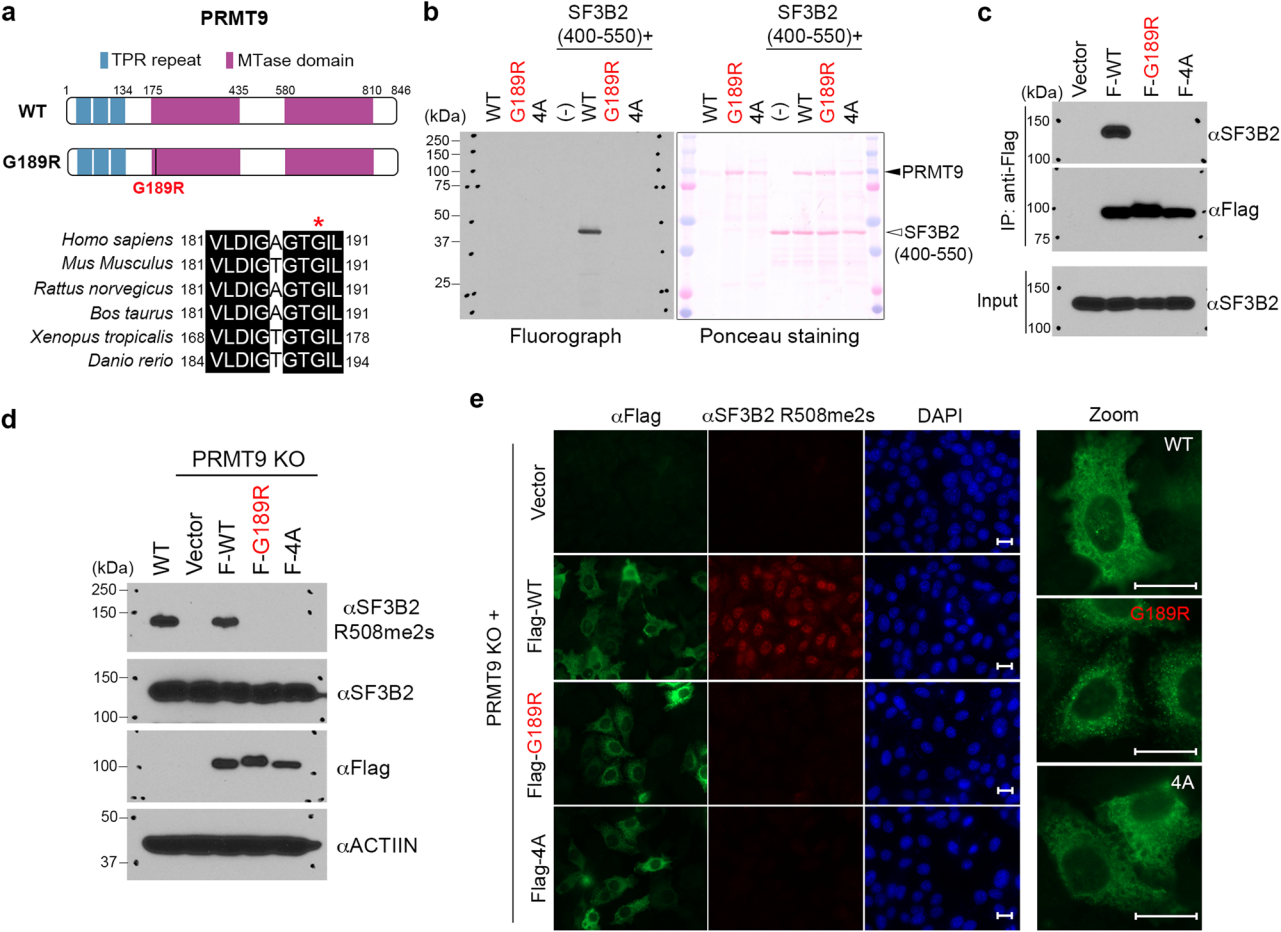
The ID patient-associated PRMT9 G189R mutation abolishes its arginine methyltransferase activity. **a** Domain structure of human PRMT9. The N-terminal TPR repeats are in blue, and the two tandem methyltransferase (MTase) domains are in purple. The ID-associated G189R mutation, which is located at the N-terminus of the first methyltransferase domain, is highlighted in red. G189 (red asterisk) is conserved in PRMT9 genes ranging from zebrafish to human. **b** G189R-mutant PRMT9 is catalytically inactive. In vitro methylation assay was performed by incubating WT, G189R-mutant, and catalytic-inactive (4A) recombinant PRMT9 enzymes with a fragment of SF3B2 (a.a. 400–550). 4A, catalytic-inactive PRMT9 mutant (VLDI to AAAA). n = 3; n is number of independent experiments unless otherwise stated. **c** G189R-mutant PRMT9 fails to interact with its methylation substrate SF3B2. A co-IP assay was performed to detect the interactions of Flag-tagged WT, G189R-mutant, and catalytic-inactive (4A) PRMT9 with the endogenous SF3B2 (n = 3). **d** G189R-mutant PRMT9 fails to restore SF3B2 arginine methylation (SF3B2 R508me2s) in PRMT9 KO cells. Western blot analysis was performed to detect SF3B2 R508 methylation level in WT and PRMT9 KO HeLa cells with rescue expression of Flag-tagged WT, G189R-mutant, and 4A-mutant PRMT9 (n = 3). **e** The G189R mutation does not affect the overall cytoplasmic localization of PRMT9, but G189R-mutant PRMT9 fails to catalyze SF3B2 arginine methylation, consistent with the results in (**d**). Immunofluorescence assay was performed to detect SF3B2 R508 methylation level (red) in WT and PRMT9 KO HeLa cells with rescue expression of Flag-tagged WT, G189R-mutant, and 4A-mutant PRMT9 (green). α-Flag demonstrates the subcellular localization of the Flag constructs (n = 3). Scale bar: 20 μm. Source data are provided as a Source Data file.

### G189R-mutant PRMT9 protein is unstable and subject to ubiquitination by UBE3C

The G189R mutant is not only catalytically inactive but also very unstable. When we transfected cells with equal amounts of WT and G189R-mutant PRMT9 plasmids, which resulted in similar levels of mRNA expression, the protein level of the G189R mutant was dramatically lower than that of WT PRMT9 (Supplementary Fig. 2a), suggesting that the G189R mutation may affect PRMT9 protein stability. We tested this possibility by comparing the half-lives of WT and G189R-mutant PRMT9. Although WT PRMT9 did not exhibit obvious degradation within the treatment period (8 h), the G189R-mutant protein was quickly degraded, with a half-life of 1–2 h, similar to that of the well-known short half-life protein myeloid cell leukemia-1 (MCL-1). Importantly, treating cells with the proteasome inhibitor MG132 significantly stabilizes the G189R-mutant protein (Supplementary Fig. 2b), suggesting that it is likely subject to the ubiquitin-proteasome pathway for degradation. To further test this, we checked for the ubiquitin modification of both WT and G189R-mutant PRMT9 in an in vitro ubiquitination assay. Compared to WT PRMT9, the G189R-mutant protein was heavily ubiquitinated, as evidenced by a strong smear signal of poly-ubiquitinated mutant protein (Fig. 2a). This effect was further exaggerated when HEK293T cells were transfected with HA-ubiquitin and treated with the proteasome inhibitor MG132. The heavily ubiquitinated G189R-mutant protein could even be detected in the input samples, which is evidenced by a strong non-resolvable smear of poly-ubiquitinated G189R-mutant protein retained in the stacking gel (Fig. 2b). Altogether, these results demonstrate that G189R-mutant PRMT9 is unstable and is heavily ubiquitinated in cells.

**Fig. 2:**
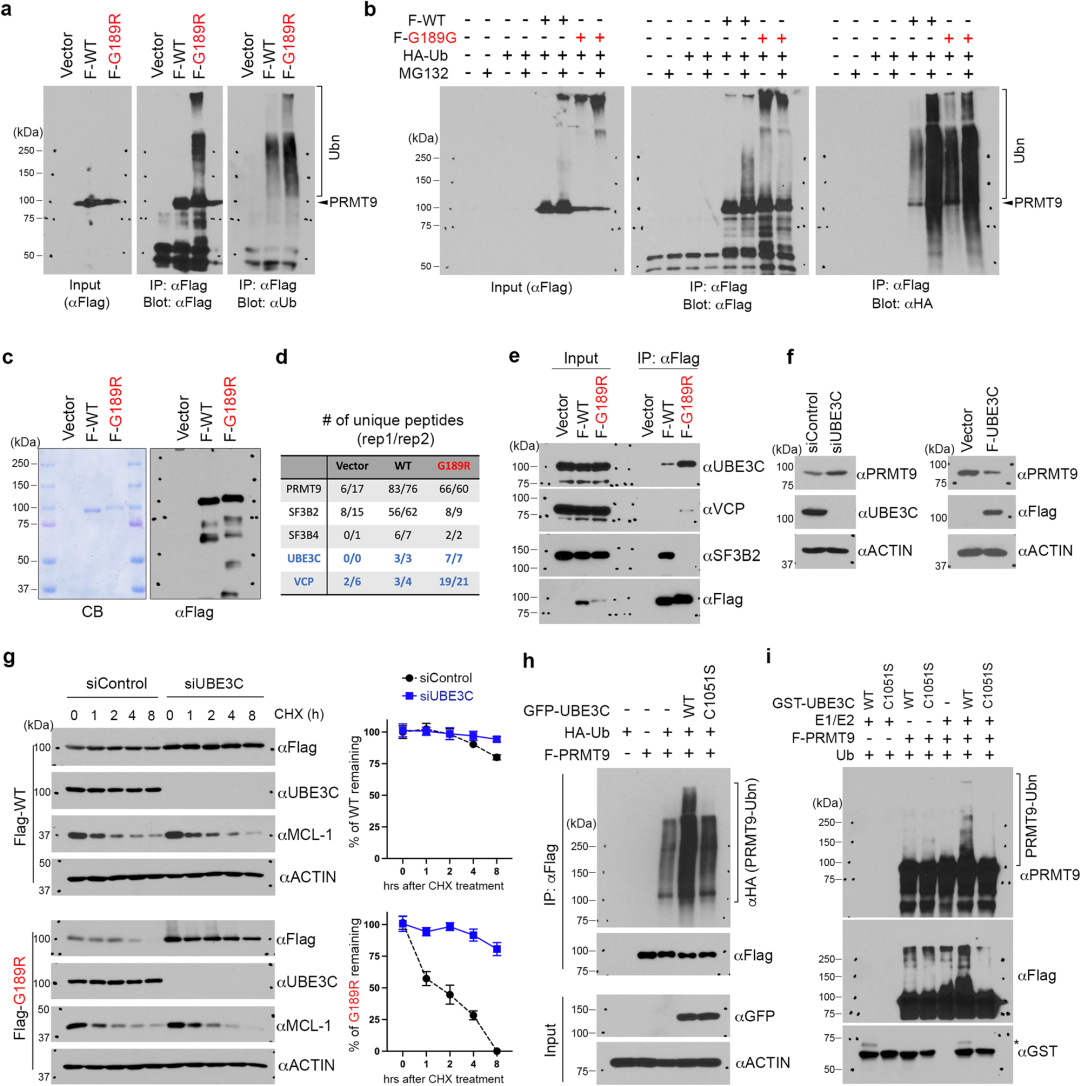
G189R-mutant PRMT9 is unstable and subject to ubiquitination by UBE3C. **a** G189R-mutant PRMT9 protein is heavily ubiquitinated in cells. Flag-tagged WT or G189R-mutant PRMT9 were immunoprecipitated. Samples were detected by western blot using αFlag and αUb antibodies (n = 3). **b** Detection of PRMT9 ubiquitination using in vivo ubiquitination assay. HEK293T cells were transfected with Flag-tagged WT or G189R-mutant PRMT9 together with HA-tagged Ubiquitin and treated with the proteasome inhibitor MG132 before harvest (n = 3). **c** Purification of WT and G189R-mutant PRMT9 protein complex from HEK293 cells. The purified protein complex was visualized by Coomassie blue staining (left panel) and an αFlag western blot (right panel). n = 2. **d** Identification of PRMT9 protein complex by liquid chromatography–mass spectrometry (LC/MS) with two biological repeats (rep1 and rep 2). The number of unique peptides from individual proteins is listed. Known PRMT9 interaction proteins are labeled in black and novel interaction proteins are labeled in blue. **e** Validation of PRMT9 interaction proteins by co-immunoprecipitation. Flag-tagged WT or G189R-mutant PRMT9 were immunoprecipitated with an αFlag M2 magnetic beads, and the protein complexes were detected by western blot (n = 3). **f** UBE3C negatively regulates PRMT9 protein level. HeLa cells were transfected with UBE3C siRNA or Flag-tagged UBE3C to either knockdown or overexpress UBE3C (n = 3). **g** Knockdown UBE3C stabilizes PRMT9 protein. Protein stability of Flag-tagged WT or G189R-mutant PRMT9 was determined in control and UBE3C knockdown HeLa cells (left panel). PRMT9 western blot signal was quantified using ImageJ software (right panel). Data are presented as mean values ± SD. Error bars represent standard deviation calculated from three independent western blots. **h** UBE3C catalyzes PRMT9 ubiquitination in cells. In vivo ubiquitination assay was performed with GFP-tagged wild type (WT) and catalytic-deficient (C1051S) UBE3C (n = 3). **i** UBE3C catalyzes PRMT9 ubiquitination in vitro. In vitro ubiquitination assay was performed using indicated recombinant proteins (n = 3). * UBE3C auto-ubiquitination. Source data are provided as a Source Data file.

To identify the E3 ubiquitin ligase that catalyzes PRMT9 ubiquitination, we performed liquid chromatography–mass spectrometry (LC/MS) analysis on protein complexes co-purified with Flag-tagged WT and G189R-mutant PRMT9 (Fig. 2c). Consistent with our previous report and the results shown in Fig. 1c, we found that SF3B2 and SF3B4 co-purified with WT but not G189R-mutant PRMT9 (Fig. 2d, black font). Importantly, we identified the ubiquitin-protein ligase E3C (UBE3C) and valosin-containing protein (VCP)/p97 as two novel PRMT9-interacting proteins (Fig. 2d, blue font). Surprisingly, higher numbers of unique peptides from UBE3C and VCP/p97 were identified in the G189R-mutant protein complex (Fig. 2d), suggesting that UBE3C and VCP/p97 prefer to interact with G189R-mutant PRMT9. Indeed, in a co-IP validation experiment, we found that the interactions between UBE3C and VCP/p97 with G189R-mutant PRMT9 were much stronger than that of WT PRMT9 (Fig. 2e). UBE3C is a cytosolic HECT (homologous to the E6-AP carboxyl terminus) domain-containing E3 ubiquitin ligase^32^, and VCP/p97 functions as a molecular chaperone by guiding ubiquitinated protein substrates to the 26S proteasome for degradation^33^. Thus, UBE3C and VCP/p97 could act together to mediate PRMT9 degradation. We focused on UBE3C and tested the hypothesis that UBE3C catalyzes PRMT9 ubiquitination. Supporting this hypothesis, knockdown of UBE3C using siRNA increased PRMT9 expression, whereas overexpression of Flag-tagged UBE3C reduced PRMT9 expression (Fig. 2f). The RNA level of PRMT9 was not affected by overexpression or knockdown of UBE3C (Supplementary Fig. 2c, d). Furthermore, UBE3C knockdown significantly increased PRMT9 protein stability (Fig. 2g). Particularly, the half-life of G189R-mutant PRMT9 was extended from 1–2 h to more than 8 h (the last time point in this experiment). As a control, the stability of MCL-1 was not affected by UBE3C knockdown (Fig. 2g). To define UBE3C as the E3 ubiquitin ligase for PRMT9 ubiquitination, we performed in vivo and in vitro ubiquitination assays using WT and E3 ligase-deficient mutant UBE3C (C1051S)^32^. Overexpression of WT UBE3C, but not the C1051S mutant, dramatically enhanced PRMT9 ubiquitination (Fig. 2h). As shown in the in vitro ubiquitination assay, only WT recombinant UBE3C, but not the C1051S mutant, could catalyze PRMT9 ubiquitination in the presence of E1/E2 and ubiquitin (Fig. 2i). Altogether, these results demonstrate that UBE3C is an E3 ubiquitin ligase that catalyzes PRMT9 ubiquitination.

### *Prmt9* whole-body knockout affects postnatal mouse development

Using biochemical and cellular assays, we showed that the G189R mutation completely abolishes PRMT9 arginine methyltransferase activity (Fig. 1), and dramatically shortens the half-life of PRMT9 protein due to heavy ubiquitination (Fig. 2), strongly suggesting that this mutation is a loss-of-function mutation. On this basis, we reasoned that a *Prmt9* conditional knockout (cKO) mouse model would provide valuable information about the molecular basis underlying the pathogenesis of ID caused by the G189R mutation. Thus, we established a *Prmt9* conditional allele (*Prmt9*^flox^) in mouse, in which *Prmt9* exon 5 is flanked by *loxP* sites (Supplementary Fig. 3a). 

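In GRCm38, Prmt9 (ENSMUSG00000037134) occupies positions 77549397 to 77581338 of the forward strand of chromosome 8, and the annotation lists 5 transcripts for it. The protein-coding transcript with the highest TPM in hippocampus, ENSMUST00000056237, has 12 exons. Its exon 5 spans positions 77562414 to 77562516 and holds 103 coding bases, which code for codons 248 to 282. This length leaves a remainder of 1 base after division into codons, so a transcript that joins exon 4 to exon 6 changes its reading frame.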

Cre-mediated exon 5 deletion would create a frameshift and premature stop codon, truncating a large portion of the methyltransferase domain (Supplementary Fig. 3b, c).

Because the mouse monoclonal PRMT9 antibody we developed in the previous study^13^ does not recognize mouse PRMT9 protein, to facilitate the detection of mouse PRMT9 protein, we generated two rabbit-polyclonal PRMT9 antibodies (namely #97 and #98). The specificity of these antibodies was validated by western blot using total cell lysates extracted from *Prmt9* KO mESCs and HeLa cells (Supplementary Fig. 3d). In both cell lines, loss of PRMT9 completely abolished SF3B2 R508me2s. Notably, although both #97 and #98 recognize mouse PRMT9 protein in the WT, but not in the KO, lysates, neither cross-reacts with human PRMT9 protein (Supplementary Fig. 3d). To investigate the impact of *Prmt9* loss on mouse development, we deleted *Prmt9* in the germline using a *CMV*^Cre^ transgenic mouse line^34^. Using the polyclonal PRMT9 antibody, we confirmed the complete loss of PRMT9 protein and SF3B2 R508me2s in all tissues of *Prmt9* KO mice (Supplementary Fig. 3e). Although we did not observe gross abnormalities during embryonic development, PRMT9 loss did cause partial postnatal lethality (Supplementary Fig. 3f), and the KO mice were smaller (Supplementary Fig. 3g) and weighed less (Supplementary Fig. 3h), with no obvious lean/fat mass differences (Supplementary Fig. 3i, j). These results indicate that PRMT9 is involved in postnatal development.

### *Prmt9* knockout in excitatory neurons impairs mouse learning and memory

To understand how PRMT9 loss-of-function is related to ID, we decided to investigate its function in the mouse brain. In situ hybridization data from the Allen Brain Atlas shows that *Prmt9* mRNA is widely expressed across many telencephalon structures, including the prefrontal cortex (PFC) and hippocampus (Supplementary Fig. 4a). We detected PRMT9 protein expression in micro-dissected hippocampus CA1 regions of postnatal day 0 (P0) to P90 mice and found that PRMT9 expression peaks around P7-P14 and declines after P21 (Supplementary Fig. 4b), indicating that PRMT9 is tightly regulated and plays a role in early postnatal brain development. To further dissect the cell-type specific role of PRMT9 and rule out potential confounding effects of whole-body knockout, we evaluated behaviors related to learning and memory using a *Prmt9*^fx/fx^:*emx1*^cre^ cKO mouse model, in which *Prmt9* is deleted in cortical excitatory neurons^35,36^. Using the Morris water maze (MWM) test, a standard assay to assess hippocampus-dependent spatial memory (Fig. 3a), we found significantly slower spatial memory acquisition in the *Prmt9* cKO mice (10-14 weeks age) during the MWM training phase (Fig. 3b–d). During the probe trial, the *Prmt9* cKO mice also spent less time in the target quadrant (Fig. 3e). In the reverse learning test, during which the platform was moved to a new location, cKO mice also exhibited slower learning of the new platform location, indicating impaired cognitive flexibility (Fig. 3f, g). We next conducted a Pavlovian fear conditioning test to further assess associative memory, which is broadly dependent on cortical functions (Fig. 3h). The *Prmt9* cKO mice were slower in associating an auditory tone (conditioned stimulus) with a foot shock (unconditioned stimulus) (Fig. 3i). In addition, these mice showed less conditioned contextual freezing during the test phase (Fig. 3j). Because *Prmt9* is broadly expressed in the developing mouse cortex, including the motor cortex (Supplementary Fig. 4a), we assessed the locomotor activity and anxiety-related behaviors in *Prmt9* cKO and control littermate mice. Using an open field (OF) activity chamber and an elevated plus maze (EPM) (Supplementary Fig. 4c, f), we found no significant differences between the two groups in terms of the total distance traveled in OF (Supplementary Fig. 4d), the percent of time spent in center of the arena in OF (Supplementary Fig. 4e), the time spent in the open arm of the EPM (Supplementary Fig. 4g), or in the total number of open arm entries (Supplementary Fig. 4h). These data indicate normal basal locomotor activity, and similar levels of anxiety or reaction to novelty between *Prmt9* cKO and control mice. Taken together, these results demonstrate that PRMT9 loss-of-function in developing cortical circuits impairs learning, memory, and cognitive flexibility.

**Fig. 3:**
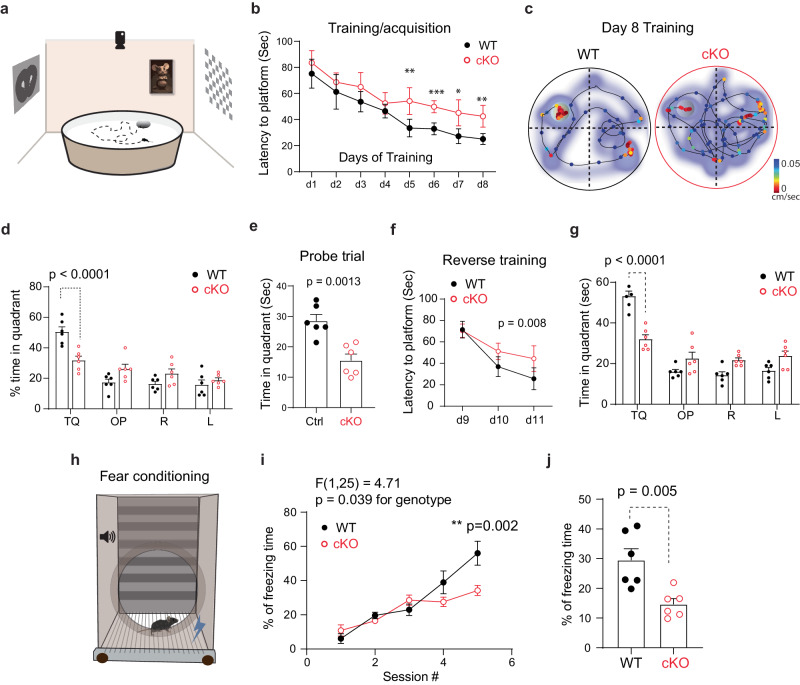
*Prmt9* cKO mice show impaired learning and memory. **a** Graphic illustration of Morris Water Maze test, with prominent ambient visual cues surrounding the test arena to facilitate associative learning. **b** *Prmt9* cKO mice showed slower learning during the acquisition period. The y-axis shows the time taken to find the hidden platform during the eight training days. Data are presented as mean ± SEM. Main effect on groups, *F* (1,12) = 19.4, *p* = 0.0009. *p = 0.019, **p = 0.009, ***p < 0.001. Repeated measures two-way-ANOVA with Sidak’s multiple comparison test. **c** Representative mouse moving tracks and speed on Day 8 of training. Heatmap, time spent at location of arena; line graph, moving trajectory of mice. Marker color denotes swimming speed at the corresponding location. **d** Quantification of percent time spent in each quadrant during Day 8 of training. *Prmt9* cKO mice spent significantly less time (*p* < 0.0001, unpaired *t* test) in the target quadrant (TQ). Data are presented as mean ± SEM. **e** *Prmt9* cKO mice showed impaired memory. Prmt9 cKO mice spent significantly less time in the target quadrant during the probe trial (*p* = 0.0013, unpaired *t* test). Data are presented as mean ± SEM. **f** *Prmt9* cKO mice showed slower learning of the new platform location during Day 10–12 reverse learning period. Data are presented as mean ± SEM. *p* = 0.008 for the effect of genotype, repeated measures two-way rmANOVA. **g** *Prmt9* cKO mice spent less time in the new target quadrant during the Day 11 of the probe trial (*p* < 0.0001, unpaired *t* test). Data are presented as mean ± SEM. Two-way rmANOVA with Sidak’s MCT. For (**a**–**g**), WT, n = 6 (4M2F); cKO, n = 6 (3M3F). **h** Schematic diagram of a Pavlovian fear conditioning paradigm. A different cohort of mice was used. WT, n = 6 (3M3F); cKO, n = 6 (2M4F). Day 1 had five training sessions in which a mild foot shock (US) was paired with an auditory cue (CS). On day 2, mice were placed in the same context with no US or CS stimulus presented. Freezing time was measured. **i** *Prmt9* cKO mice showed decreased fear conditioning learning. *Prmt9* cKO mice exhibited a significantly decreased freezing time and different time course in associating the unconditional (audio cue) stimulus with foot shock and freezing behavior compared with controls, *p* = 0.04, for the effects of genotype, repeated measures two-way ANOVA. Data are presented as mean ± SEM. **j** *Prmt9* cKO mice show reduced contextual-induced freezing behavior (*p* = 0.005, unpaired *t* test). Data are presented as mean ± SEM. For (**h**–**j**), WT, n = 6 (3M3F); cKO, n = 6 (2M4F).

### *Prmt9* cKO hippocampus neurons show impaired excitatory synapse development

Our behavioral analysis revealed that *Prmt9* cKO mice exhibited impaired learning and memory (Fig. 3). To determine the cellular basis underlying these impairments, we assessed the morphology of hippocampus CA1 neurons in *Prmt9* cKO mice by using biocytin filling after patch clamp recordings^37,38^. While we did not observe significant effects of *Prmt9* deficiency on dendritic arborization (Fig. 4a), *Prmt9* cKO neurons showed a significant reduction in spine density and head volume (Fig. 4b–d), indicating defective synapse development. Next, we investigated how *Prmt9* deficiency affects excitatory synapse maturation by culturing primary embryonic hippocampus neurons from WT and *Prmt9* cKO mice. We quantified functional synapses by co-staining the AMPA/NMDA glutamate receptor subunits (GluA1/GluN1) and pre-/post-synaptic markers (PSD95/Synapsin I) (Fig. 4e). *Prmt9* cKO neurons showed a reduced density of PSD95+, GluN1+, and GluA1+ puncta and decreased colocalization of pre-/post-synaptic and AMPA/NMDA markers (Fig. 4f). Note that these results were obtained from in vitro low density cultured hippocampal neurons grown in conditions independent of extensive in vivo network activities and neuron–glia interactions. Thus, the results indicate an important cell autonomous effect of *Prmt9* loss-of-function in reducing the number of functional excitatory synapses.

**Fig. 4:**
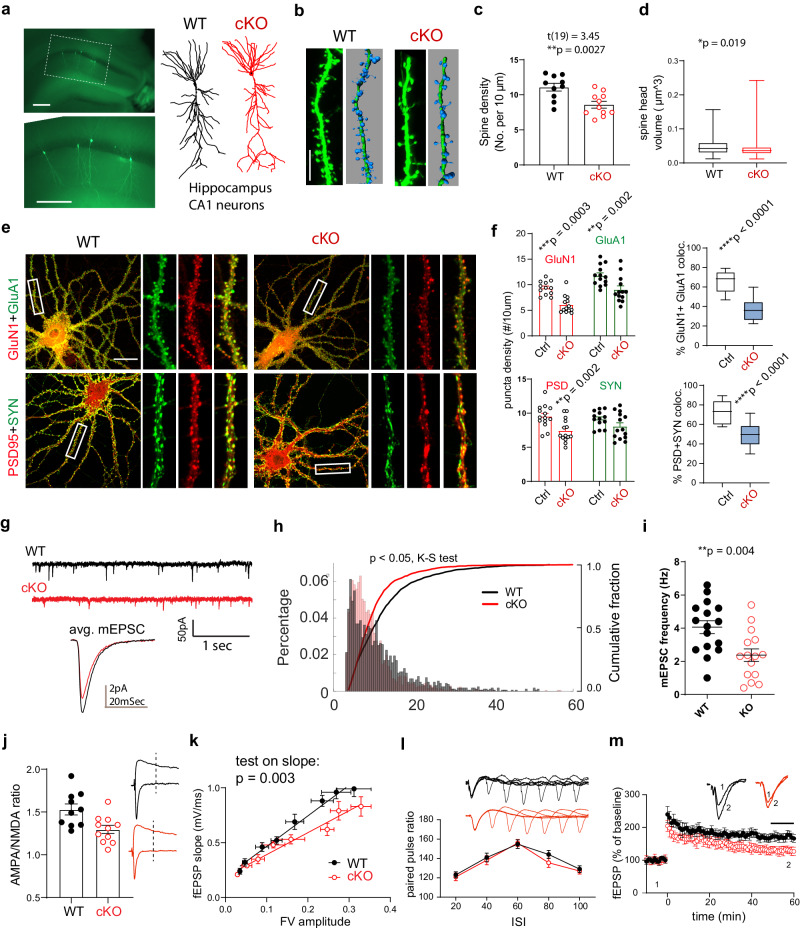
*Prmt9* cKO hippocampus neurons show impaired excitatory synapse development. **a** Photomicrograph of CA1 hippocampus neurons and their representative dendritic arborization. Scale bar, 200 μm. **b** Representative apical dendritic segments with reconstructed dendritic spines. Scale bar, 10 μm. **c** *Prmt9* cKO CA1 neurons (n = 11) showed reduced dendritic spine density compared to that from WT (n = 10) neurons (*p* = 0.0027, unpaired *t* test). Data are presented as mean ± SEM. **d** *Prmt9* cKO mice showed reduced dendritic spine head volume/size in CA1 neurons (cKO, n = 141 spines/7 neurons; WT, n = 133 spines/8 neurons. *p* = 0.019, Kolmogorov-Smirnov test). Box plot indicates min, lower quartile Q1, median, upper quartile Q3 and max. **e** Representative co-labeling of synapse markers, including the glutamate receptor subunits (GluA1/GluN1) and the pre- and post-synaptic proteins (Synapsin I/PSD95) in WT control and *Prmt9* cKO mice (n = 3). Scale bar, 20 μm. **f** Quantification of GluA1/GluN1 and Synapsin I/PSD95 puncta density and double labeling. Cultured *Prmt9* cKO hippocampal neurons show reduced puncta density for GluN1 (*p* = 0.0003) and GluA1 (*p* = 0.002) compared to WT/control neurons (two-way ANOVA with Sidak’s MCT). In addition, cKO hippocampal neurons show reduced density for PSD95 puncta (*p* = 0.002). Reduced proportion of functional excitatory synapses, defined by the proportion of colocalized GluA1/GluN1 (*p* < 0.0001, n = 13 neurons for control and cKO) and Synapsin I/PSD95 (*p* < 0.0001, n = 14 neurons for control and cKO) was observed in cKO neurons as well. Box plot indicates min, lower quartile Q1, median, upper quartile Q3 and max. **g** Exemplary whole cell mEPSC traces from WT and *Prmt9* cKO CA1 neurons. **h** Cumulative and percentage distribution of mEPSC amplitudes from WT control and *Prmt9* cKO CA1 neurons. Prmt9 cKO neurons showed decreased mEPSC amplitude (*p* = 0.015, Kolmogorov–Smirnov test). **i** *Prmt9* cKO CA1 neurons show reduced mEPSC frequency (WT, n = 16 neurons; cKO, 15 neurons. *p* = 0.004). **j** *Prmt9* cKO CA1 neurons exhibit significantly smaller AMPA/NMDA current ratio (WT, n = 10 neurons; cKO, n = 11 neurons. *p* = 0.02). Data are presented as mean ± SEM. **k** Input–output responses in CA1 field potential recordings, measured by fEPSP slope as a function of fiber volley amplitude (WT, n = 9 slices; cKO, n = 8 slices. *p* = 0.003). **l** Paired pulse responses across 20–100 ms ISI as a measure of presynaptic function (WT, n = 10 slices; cKO, n = 10 slices. *p* = 0.46 for the effects of genotype). **m** *Prmt9* cKO hippocampus CA1 show a significantly lowered LTP magnitude, measured as the last 10-min responses (WT, n = 10 slices; cKO, n = 10 slices. *p* < 0.0001 for the effects of genotype).

We next tested the effects of *Prmt9* loss in vivo by measuring spontaneous miniature excitatory postsynaptic currents (mEPSCs) in CA1 neurons from young adult (12–14 weeks old) *Prmt9* cKO mice and their littermate controls (Fig. 4g). Whole-cell patch clamp recording revealed that cKO CA1 neurons showed reduced mEPSC amplitude, with more mEPSCs amplitudes clustered to the lower amplitude bins (Fig. 4h, *p* = 0.015, Kolmogorov-Smirnov test). mEPSC frequency was also decreased in cKO CA1 neurons compared to WT neurons (Fig. 4i, t29 = 3.11, *p* = 0.004). In addition, a decreased AMPA/NMDA receptor current ratio was observed in cKO CA1 neurons (Fig. 4j, t19 = 2.96, *p* = 0.008). These functional measures are consistent with the observed decreased CA1 neuron dendritic spine density and head sizes (Fig. 4b–f) and suggest impaired excitatory synapse maturation as a result of *Prmt9* loss. Based on the observed learning and memory deficits (Fig. 3), we next conducted field potential recording and probed synaptic transmission and plasticity (long-term potentiation/depression, LTP/LTD), which are putative synaptic underpinnings for learning and memory^39,40^. We found an overall reduction in postsynaptic fEPSP response to presynaptic inputs in cKO CA1 responses (Fig. 4k. Test on slope difference, F = 9.4, *p* = 0.003), while paired pulse ratio responses across various inter-stimulus intervals was not altered (Fig. 4l, F(1,18) = 0.57, *p* = 0.46, for group effects). Lastly, quantification of the averaged last 10-min LTP amplitude revealed a significantly reduction of LTP from cKO CA1 region (Fig. 4m, t18 = 10.4, *p* < 0.0001). Similarly, a reduced level of LTD was also observed (Supplementary Fig. 4i, j). These data strongly suggest a critical role of PRMT9 in synapse development and postnatal synaptic plasticity and underscore the neurobiological basis for the impaired learning/memory and cognition seen with the ID-associated G189R mutation.

### SF3B2 is the primary substrate of PRMT9 in human cell lines and mouse tissues

We previously identified SF3B2 as an interaction partner and methylation substrate of PRMT9^12,13^. Using native total lysate from HeLa cells as methylation substrates, we found that recombinant PRMT9 only methylates one predominant band that corresponds to the SF3B2 protein in *Prmt9* KO, but not WT lysates, whereas PRMT1 methylates a multitude of cellular proteins in both control and *Prmt9* KO cells (Supplementary Fig. 5a). The ^3^H-labeled methylation signal was indeed from SF3B2, because the methylation signal was drastically diminished upon SF3B2 knockdown by siRNA (Supplementary Fig. 5b). We further confirmed that recombinant PRMT9 can methylate SF3B2 only in lysates from *Prmt9* KO mESCs (Supplementary Fig. 5c) and various tissues of *Prmt9* KO mice (Supplementary Fig. 5d), including hippocampus (Fig. 5a), strongly suggesting that SF3B2 is the primary substrate of PRMT9. Note that recombinant PRMT9 fails to catalyze additional SF3B2 methylation in WT cells, suggesting that R508 is methylated at a high level in vivo. A recent study reported that the mitochondrial antiviral-signaling protein (MAVS) can be methylated by PRMT9^41^; however, we were unable to detect MAVS methylation under the same assay conditions that detect strong SF3B2 methylation (Supplementary Fig. 5e). All these results strongly support that SF3B2 R508 is the major, if not only, PRMT9 substrate. Thus, we hypothesize that the impaired synaptic development and function in *Prmt9* cKO mice result from dysregulated pre-mRNA splicing due to the lack of SF3B2 methylation at R508.

**Fig. 5:**
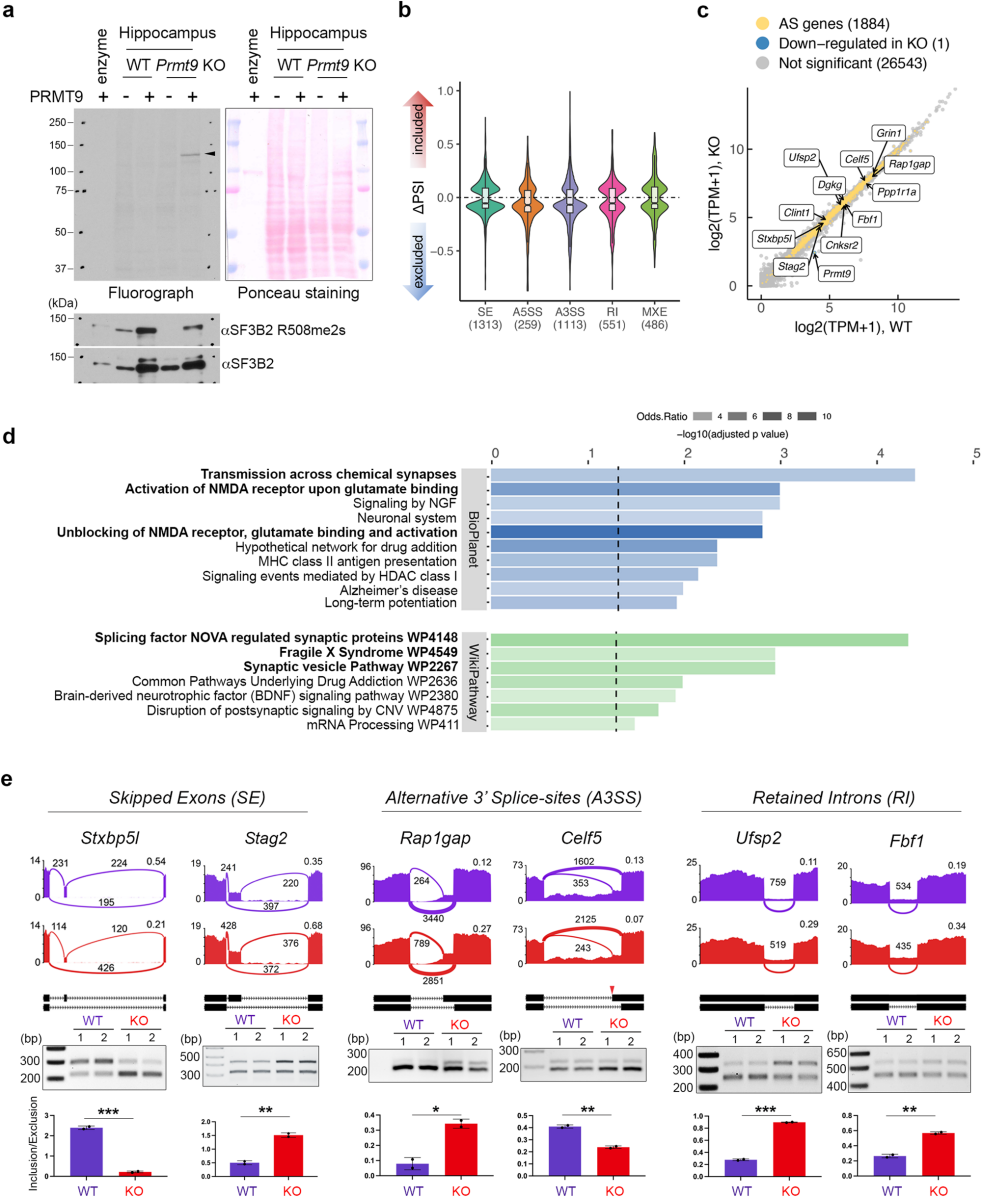
PRMT9 regulates pre-mRNA splicing of genes involved in synapse development and function. **a** SF3B2 is the primary substrate of PRMT9 in mouse hippocampus and it is highly methylated in vivo. PRMT9 only produces ^3^H-labeled SF3B2 methylation signal in the KO, but not WT cells (black triangle). Samples were visualized by Ponceau staining (n = 3). **b** Violin plot demonstration of alternative splicing (AS) events identified in *Prmt9 KO* hippocampus. The middle line of the boxplot represents median value. The low and high ends of the box represent the 25% and 75% quantiles, respectively. The two whiskers extend to 1.5 times the interquartile range. The number of significant events within each category are indicated within parentheses along x-axis labels. WT: n = 3; KO: n = 3. **c** Scatter plot of gene expression levels in WT and *Prmt9* KO hippocampus samples. Genes with significant changes in alternative splicing are depicted in yellow. Genes selected for RT-PCR validation of AS are highlighted in boxes. **d** Pathway enrichment analysis of alternatively spliced genes. Pathways were grouped by database resource origins (BioPlanet pathway or WikiPathway). The length of bars depicts the Benjamini-Hochberg adjusted *p* values calculated from a one-sided hypergeometric test. Odds ratio of the enrichment is indicated by bar opacity. **e** RT-PCR validation of alternatively spliced genes upon *Prmt9* KO. RNA-seq read coverage across individual alternatively spliced exons in WT and *Prmt9* KO samples is illustrated using the Sashimi plots. The number of reads mapped to each splice junction is shown. Percent Spliced In (PSI) values are indicated on the upper-right sides of the plots. RT-PCR was performed to validate selected alternative splicing events. Inclusion versus exclusion ratio was calculated. Data are presented as mean values ± SD. Error bars represent standard deviation calculated from three independent experiments. The splice site highlighted by a red triangle is a cryptic splice site that is not annotated in the reference genome (for the Celf5 gene). *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. Source data are provided as a Source Data file.

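RNA-seq of hippocampus from 3 WT and 3 Prmt9 KO mice was deposited by the authors as kallisto's TPM for each annotated transcript. Reads per splice junction were not used here. To follow the events tested by RT-PCR in these values, the primer sequences in Supplementary Data 2 were matched to the annotated transcript sequences. The share of a product was computed in each mouse as the TPM of the transcripts that give this product divided by the TPM of all transcripts that give a product with the same primers. Of the 10 primer pairs, 8 give 2 or more annotated products. The pairs for Celf5 and Cnksr2 give 1 annotated product each, so no share could be followed for these genes. In 6 of the 8 pairs, a product share of every Prmt9 KO mouse lay outside the range of the WT mice. For a single share, 3 mice against 3 do so by chance with a probability of 10%. The paper chose the events for RT-PCR from its splicing analysis of these same RNA-seq samples. Separation was therefore favoured beforehand, so the 10% is not a fair reference and the count is not an independent check. An exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1. The Stag2 primers flank a cassette exon of 111 bases at positions 42266366 to 42266476 of chromosome X (GRCm38). The 428-base product with this exon had a share of 0.417 ± 0.040 (SD, n = 3) in WT and 0.535 ± 0.058 (SD, n = 3) in Prmt9 KO (exact permutation test, p = 0.1). The transcripts that give a Stag2 product summed to at least 10.05 TPM per mouse. For Ufsp2, the 322-base product retains an intron of 80 bases at positions 45980493 to 45980572 of chromosome 8. Its share rose from 0.176 ± 0.023 in WT to 0.408 ± 0.019 in Prmt9 KO mice (SD, n = 3 each, exact permutation test, p = 0.1). The Fbf1 product of 325 bases, which retains an intron of 77 bases at positions 116148044 to 116148120 of chromosome 11, went from 0.0959 ± 0.0194 to 0.153 ± 0.018 (SD, n = 3 each, exact permutation test, p = 0.1). With estimated counts in place of TPM, the Fbf1 difference of 0.0568 became 0.0265. The Ppp1r1a product of 183 bases fell from a share of 0.544 ± 0.021 to 0.452 ± 0.024 (SD, n = 3 each, exact permutation test, p = 0.1). The Clint1 product of 491 bases had a share of 0.404 ± 0.143 in WT and 0.228 ± 0.055 in Prmt9 KO, and the groups overlapped (SD, n = 3 each, exact permutation test, p = 0.3). Between mice of the same number the Clint1 share differed by −0.0733, −0.2395 and −0.2145, one sign in 3 of 3 pairs, which chance gives in 25% of cases. The numbers are not known to mark littermates. The overlap came from WT replicate 1, whose share was 0.239 against 0.489 and 0.484 in the other WT mice. Without WT replicate 1, the groups stood apart in 8 of the 8 pairs, where 2 mice against 3 do so for a single share with a probability of 20% by chance. The same limit holds here, as the events came from these samples.

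**Figure D1:**
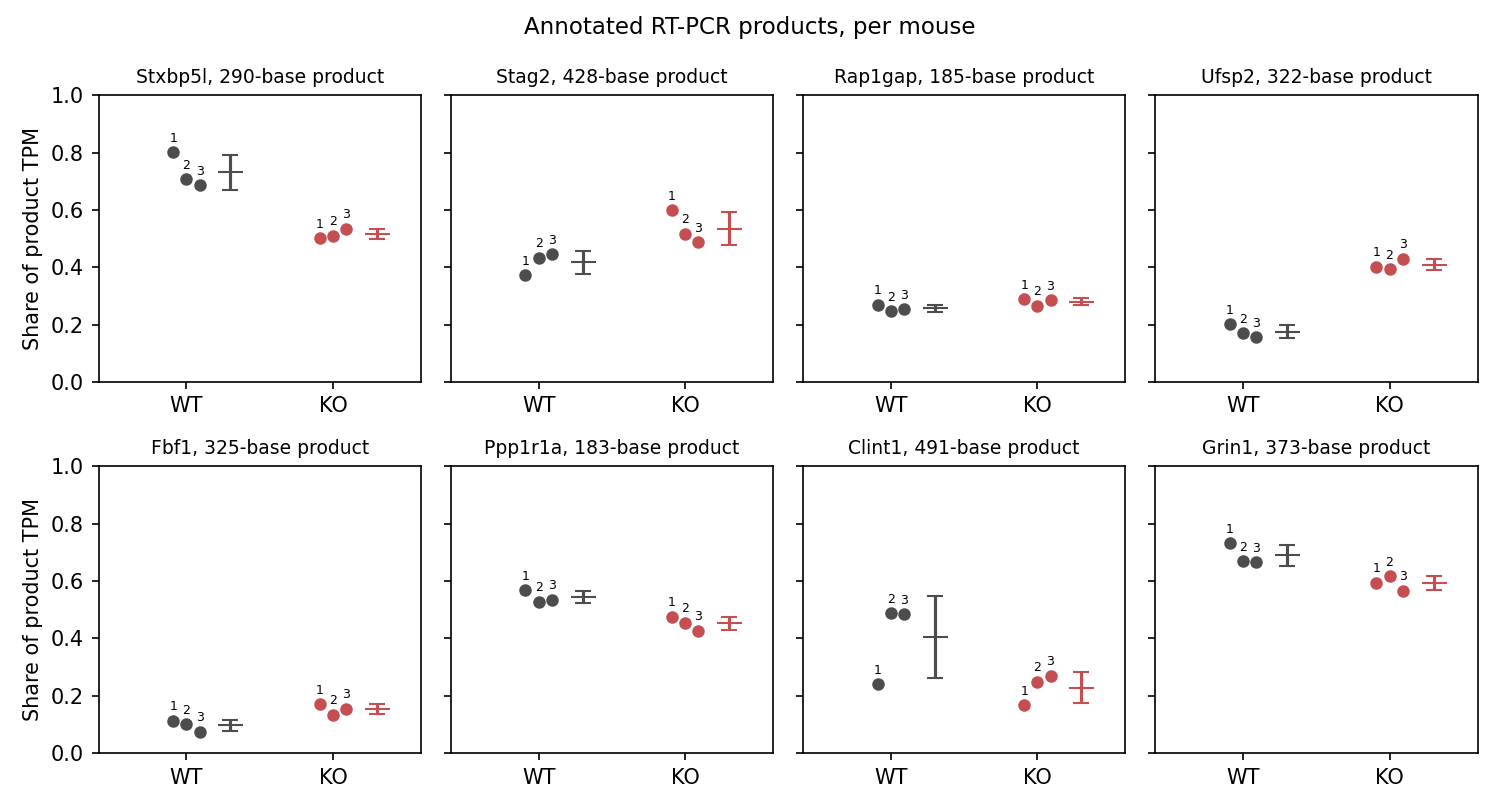
Share of product TPM (y axis, 0 to 1) for 1 product of each of the 8 primer pairs in WT and Prmt9 KO (KO) hippocampus, with the product's length above each panel. Numbered points are the mice, and the bar beside them is the mean with its SD (n = 3). The Ufsp2 shares lie between 0.157 and 0.202 in WT and between 0.393 and 0.43 in Prmt9 KO mice.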

### PRMT9 regulates pre-mRNA splicing of genes involved in synaptic functions

To define the role of PRMT9-regulated RNA splicing in synapse development and function, we performed RNA-seq analyses on RNA samples extracted from hippocampus tissues of two-week-old *Prmt9* KO female mice and their same-sex littermate controls (three biological replicates per genotype), particularly focusing on changes in alternatively spliced events. 

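The files analysed here hold, for each of the 6 hippocampus samples (3 WT and 3 Prmt9 KO mice of 2 weeks), the estimated count and TPM that the authors obtained with kallisto for 118783 annotated transcripts, and a table of TPM summed over each gene. Polyadenylated RNA had been sequenced with paired-end reads. The estimated counts summed to 194098391, 249217021 and 229855842 in WT replicates 1, 2 and 3 and to 222085851, 286771677 and 255993170 in the Prmt9 KO replicates, with medians of 229855842 and 255993170. These totals are the depth behind every value given from these files, whereas the paper gives its depth in unique mapped reads of a genome alignment. Of the transcripts, 116622 matched the GENCODE annotation of GRCm38 by identifier, and 2161 did not and were left out. Gene counts were the rounded sums of the estimated counts over each gene's transcripts. Genes and transcripts were compared between genotypes with edgeR's quasi-likelihood test after TMM normalization and its default filter on low counts, and were called differentially expressed at the paper's thresholds, an adjusted p below 0.01 and a fold change above 1.5. Changes in the relative use of a gene's transcripts were tested with edgeR's diffSpliceDGE and a Simes test per gene, called at an adjusted p below 0.01. The SE, A5SS, A3SS, RI and MXE events were built from the annotated exons, because read counts per junction were not used here. Their PSI is the TPM of the including transcripts divided by the TPM of the including and excluding transcripts. Events with at least 1 TPM in every mouse and a mean PSI between 0.05 and 0.95 in at least 1 genotype were compared with limma on the log2 ratio of including to excluding TPM, with 0.1 TPM added to both. They were called at an adjusted p of at most 0.01 and a PSI difference of at least 0.05. Cryptic splice sites, which rMATS-turbo can find in reads, have no value in transcript-level files. WT replicate 1 and Prmt9 KO replicate 1 differed from the other 4 mice far more than the genotypes differed, as the first principal component of the gene counts, with 67.4% of the variance, placed them at 109.95 and 30.54 and the other mice between −37.56 and −31.3.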

For RNA-seq, we performed 100 bp paired-end sequencing and achieved more than 200 million unique mapped reads for each sample (Supplementary Fig. 6a). Reads from the floxed exon 5 were completely abolished, as expected, and the reads from other exons were also dramatically reduced, likely because of the nonsense-mediated mRNA decay (Supplementary Fig. 6b). 

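The deposited TPM of Prmt9, summed over its annotated transcripts, was 13.99 ± 1.93 (SD, n = 3) in WT and 4.40 ± 0.41 (SD, n = 3) in Prmt9 KO hippocampus, so that 31.5% of the WT mean remained. Every Prmt9 KO mouse had a lower value than every WT mouse (exact permutation test, two-sided, p = 0.1). Normalized counts (CPM) were 21.2 ± 0.18 (SD, n = 3) in WT and 6.48 ± 0.21 (SD, n = 3) in Prmt9 KO, a log2 fold change of −1.71 with a standard error of 0.10. The adjusted p was 0.0327 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the limit of 0.01. The setting that moved it most was the DESeq2 Wald test, the paper's tool, with an adjusted p of 1.42e-60. Over the other settings tried, the adjusted p ranged from 0.00128 to 0.904. The lowest came with a batch term for the mice numbered 1 that was chosen after seeing the data, and the highest without Prmt9 KO replicate 2. The log2 fold change was −1.71 with DESeq2 and between −1.68 and −1.73 when each mouse was left out of the edgeR fit. Over all settings run it lay between −1.736 and −1.467, the latter with limma on log2(TPM + 1). The transcript ENSMUST00000056237 had between 10.82 and 11.73 TPM in WT mice and between 3.39 and 4.32 TPM in Prmt9 KO mice. This annotated transcript holds exon 5, from which the paper found no reads left in Prmt9 KO mice. Its TPM in these mice is therefore not a measure of intact Prmt9 mRNA. Since the values are per transcript, reads on exon 5 alone were not analysed here. The paper proposes that nonsense-mediated decay lowers the reads from the exons outside the deletion.

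**Figure D2:**
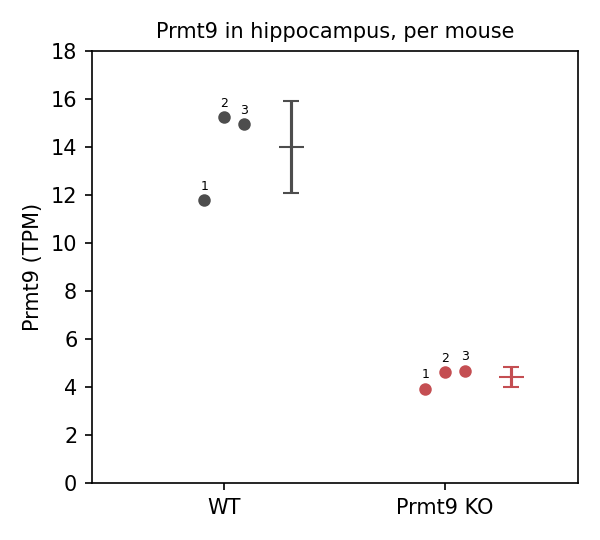
TPM of Prmt9 (y axis) in hippocampus of WT and Prmt9 KO mice, with the mice as numbered points and the mean with its SD (n = 3) beside them. The WT mice lie between 11.78 and 15.25 TPM and the Prmt9 KO mice between 3.93 and 4.67 TPM.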

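Of 39846 annotated splicing events, 18598 events of 7593 genes passed the limits on TPM and PSI and were compared between WT and Prmt9 KO hippocampus. After Benjamini-Hochberg adjustment in limma, 0 events passed the thresholds, and 614 events had an unadjusted p below 0.05. Among these, 532 events of 474 genes also differed by at least 0.05 in PSI, 258 with a higher and 274 with a lower PSI in Prmt9 KO mice. In 2055 of the tested events, or 11.0%, the 3 Prmt9 KO values lay entirely above or below the 3 WT values. Chance gives 10% as an average over all splits of the mice into 3 and 3. The level for splits that part WT replicate 1 from Prmt9 KO replicate 1 was not computed. At the limits that gave the 532 events, the other splits that part these mice gave from 221 to 313. Splits that keep them together gave from 748 to 1584, so 10% is not a fixed level for the real split. On simulated events with a log2 SD of 0.5 between mice, the same test recovered 79 of 200 events changed by 2.83-fold. All simulated events shared this SD, which was not taken from the real events, and no mice stood apart. The 79 of 200 therefore does not give the share of real changes this test would find. The event with the smallest p was the Ufsp2 intron, whose PSI went from 0.1904 ± 0.0228 to 0.4481 ± 0.0199 (SD, n = 3 each, adjusted p = 0.987 from limma). The count of called events was 0 under each of the alternatives tried as well. In the test of transcript usage, 23 of 13560 genes were called by edgeR at an adjusted p below 0.01, among them Cbarp, Trim27, Rab3il1, Crbn, Skiv2l, Pex2, Enox2, Arhgap33, Slc35c2 and Poln, and Cbarp and Trim27 had the smallest adjusted p of 1.06e-05. In Prmt9 KO against WT, transcripts of these genes had log2 fold changes of 9.93 (Cbarp), 9.745 (Trim27), 11.22 (Rab3il1), 9.31 (Skiv2l) and 10.98 (Pex2). Others were −8.08 (Crbn), −8.77 and 7.02 (Poln), 6.45 (Enox2), 6.765 (Slc35c2) and 3.25 (Arhgap33). Except in Arhgap33, changes of this size point to almost no estimated counts in 1 genotype. These calls may therefore rest on transcripts near the count floor. With the spread between these 6 mice, counts simulated without any change gave 55 calls in the same test, more than the 23. The 5 other splits of the mice into 3 and 3 that part WT replicate 1 from Prmt9 KO replicate 1 gave between 8 and 15 calls, fewer than the 23, so these values leave open how many of the calls arise without a change. Over the alternatives, the count of 23 called genes ranged from 1, with transcripts of at least 10 counts in every mouse, to 143, without WT replicate 1, and it was 4 with limma's diffSplice on voom weights. With the replicate number as a block it was 13, and 8 of the 23 genes were called there as well. With the batch term for the mice numbered 1, chosen after seeing the data, it was 52, and 21 of the 23 genes were called there as well.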

In total, 3722 alternative splicing events from 1953 genes were significantly altered upon *Prmt9* deletion, including exon skipping (SE), alternative 5*'* or 3*'* splice sites (A5SS or A3SS), mutual exclusive exons (MXE), and intron retention (RI) (Fig. 5b). In particular, A3SS were over-represented among the overall alternatively spliced events (Supplementary Fig. 6c), indicating a role of PRMT9-catalyzed SF3B2 methylation in 3*'* splice site (3*'*SS) selection. 

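With 0 called events, the share of A3SS among called events has no value in these data, and the shares are given for the 532 events with an unadjusted p below 0.05 and a PSI difference of at least 0.05. Among them were 140 A3SS events, or 26.3%, while A3SS made up 4146 of the 18598 events tested, or 22.3%. The odds ratio was 1.25 (Fisher's exact test, two-sided, p = 0.0264), with events of one gene counted as if they were independent. The other types were SE with 220 events, A5SS with 93, RI with 58 and MXE with 21, and SE was the most frequent type among the tested events as well, with 7978. The odds ratio was 1.05 (Fisher's exact test, p = 0.567) when replicate number was a block in the fit, and it fell to 0.948 (Fisher's exact test, p = 0.52) without WT replicate 1, with fewer A3SS than in the events tested. The paper takes the over-representation of A3SS in its own events as a pointer to 3′ splice site selection by way of SF3B2 methylation. Its proposal also draws on 3′ splice site and branch point scores, Stag2 minigenes and CLIP-qPCR, which were not examined here.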

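Of 20315 genes compared between WT and Prmt9 KO hippocampus with edgeR, 0 passed both thresholds, 1 had an adjusted p below 0.05, which was Prmt9, and 252 had an unadjusted p below 0.05. In counts simulated with the spread of these 6 mice, the same test called 138 of 200 genes changed 4-fold and 0 of 200 genes changed 2-fold, so this test could not call changes of 2-fold with the spread of these mice. With DESeq2, 2 genes passed the thresholds, Prmt9 and the predicted gene Gm3373, whose log2 fold change was 4.62 (adjusted p = 6.93e-05 from DESeq2's Wald test). Gm3373 falls outside the rule for named genes and was chosen after its values were seen. Among transcripts, 0 of 75661 were called by edgeR and 1216 had an unadjusted p below 0.05, while DESeq2 called 112. Of 22 genes that were to be named whatever their values, 1 had an adjusted p below 0.01 with adjustment over the list alone, again Prmt9. The log2 fold changes of the other 21 genes lay between −0.28 and 0.08. These include 8 further members of the Prmt family, from −0.12 to 0.05, with unadjusted p of at least 0.65 in edgeR, and the splicing factor gene Nova2 at −0.11. The paper proposes from the absence of other differentially expressed genes that PRMT9 acts on isoform-specific expression.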

To our surprise, no differentially expressed genes (except for *Prmt9* itself) were identified (fold change > 1.5 and FDR < 0.01) between control and *Prmt9* KO hippocampus (Fig. 5c), suggesting that PRMT9 functions in regulating isoform-specific gene expression. A similar observation has been reported when the neuronal splicing factor Nova2 was knocked out in neocortex^42^.

To determine the extent to which the dysregulation of RNA splicing might contribute to impaired synaptic function in *Prmt9* KO mice, we performed Gene Ontology (GO) and pathway analysis on *Prmt9*-regulated splicing targets, particularly SE and A3SS. These analyses revealed a strong enrichment of alternatively spliced transcripts in synapse-related pathways, including signal transmission and the N-methyl-D-aspartate (NMDA) receptor activation (Fig. 5d and Supplementary Fig. 6d). 

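A list of 69 genes of synaptic transmission and of the NMDA receptor complex, written from general knowledge and not from the paper's pathways, was compared with the genes called for transcript usage. The list holds Grin1, Stxbp5l, Rap1gap and Cnksr2, which the paper tested by RT-PCR as splicing targets. For these genes it is not independent of the paper's result from the same samples. Of the members of the list, 68 could be tested and 1, Nrxn2, was called (edgeR, adjusted p = 0.0018), against 23 of all 13560 genes tested. The odds ratio was 9.13 (Fisher's exact test, two-sided, p = 0.109). Among 10000 random lists matched on expression and number of transcripts, a share of 0.146 had at least as many called genes. With a batch term that sets the mice numbered 1 apart from the others, chosen after seeing the data, the odds ratio was 12.65 (Fisher's exact test, p = 0.00224), and it was 0 (Fisher's exact test, p = 1) with the gene-level F test in place of the Simes test. Grin1 was among the genes called with the batch term (edgeR, adjusted p = 6.81e-05). Nrxn2 was called with all 6 mice, and leaving out any 1 of 5 mice, all but WT replicate 1, left 0 called genes on the list. Taken as a set, the expression of the 69 genes did not differ between genotypes, with a median log2 fold change of −0.04 (limma's fry, adjusted p = 0.939 over 5 lists).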

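Stxbp5l (ENSMUSG00000022829) has a cassette exon of 72 bases at positions 37186651 to 37186722 of chromosome 16 (GRCm38). The PSI of this exon, which equals the share of the 290-base RT-PCR product, was 0.732 ± 0.061 in WT and 0.516 ± 0.017 in Prmt9 KO hippocampus (SD, n = 3 each), a difference larger than the spread between mice (exact permutation test, two-sided, p = 0.1). It was lower in Prmt9 KO by 0.300, 0.197 and 0.153 between the mice numbered 1, 2 and 3. In Grin1 (ENSMUSG00000026959), the exon of 111 bases at positions 25294438 to 25294548 of chromosome 2 lies between the RT-PCR primers. The product with this exon, of 373 bases, went from a share of 0.689 ± 0.038 to 0.593 ± 0.025 (SD, n = 3 each, exact permutation test, p = 0.1), a difference of −0.0969 that became −0.0254 with all transcripts of the gene in the denominator. A second Grin1 cassette exon of 63 bases, at positions 25311343 to 25311405, had a PSI of 0.1097 ± 0.0015 in WT and 0.0561 ± 0.0037 in Prmt9 KO (SD, n = 3 each), and was chosen after its values were seen. Where the exon of 111 bases is flanked by position 25292128 in place of 25292484, its PSI was 0.512 ± 0.072 in WT and 0.518 ± 0.025 in Prmt9 KO (SD, n = 3 each, unadjusted p = 0.908 from limma). Across all events, neither gene passed Benjamini-Hochberg adjustment, as limma gave unadjusted p of 0.00166 for the Stxbp5l exon and 0.00264 for the shorter Grin1 exon and an adjusted p of 1 for both. In the transcript usage test of edgeR, the adjusted p of Grin1 was 1. Over the alternatives it ranged from 3.19e-06 to 1, with 3.19e-06 without WT replicate 1, 6.81e-05 with the batch term for the mice numbered 1, 0.00626 with replicate number as a block and at least 0.105 in the others. For Stxbp5l it was at least 0.397 in each of these fits. For Rap1gap (ENSMUSG00000041351), the 185-base product of the longer A3SS form had a share of 0.2565 ± 0.0123 in WT and 0.2795 ± 0.0118 in Prmt9 KO (SD, n = 3 each), and the groups overlapped (exact permutation test, p = 0.2). Between the mice numbered 1, 2 and 3 the share was higher in Prmt9 KO by 0.0175, 0.0197 and 0.0319, one sign in 3 of 3 pairs, which chance gives in 25% of cases. Whether these numbers pair littermates is not stated. The difference of 0.0230 was 0.0165 with all Rap1gap transcripts in the denominator. The gene-level log2 fold changes were 0.00 for Stxbp5l, −0.04 for Grin1 and −0.18 for Rap1gap.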

Importantly, many of the genes critical for synaptic functions are targets of *Prmt9*-regulated splicing, such as *Stxbp5l* (Syntaxin-binding protein 5-like), *Grin1* (Glutamate Ionotropic Receptor NMDA Type Subunit 1), and Rap1gap (Rap1 GTPase-activating protein 1) (Fig. 5e and Supplementary Fig. 6e). Surprisingly, among the 73 causative variants of ARID identified by Najmabadi et al^31^., 10 are direct targets of PRMT9-regulated splicing, and additional 28 have paralogs that are regulated by PRMT9 (Supplementary Fig. 6f). Although ARID is highly heterogeneous, we found that 27 of the 38 protein components of the Ras/Rho/PSD95 network^31,43^ are splicing targets of PRMT9 (Supplementary Fig. 6g) and that PRMT9-regulated alternatively spliced genes are more enriched in postsynapse components (Supplementary Fig. 6h), suggesting that PRMT9 might regulate synaptic functions through Ras and Rho GTPase signaling pathway, which includes critical factors controlling dendritic spine morphogenesis and neural circuit connectivity^44–47^.

### Loss of SF3B2 methylation resembles *Prmt9* KO in causing defective synaptic function and hippocampus RNA splicing

We showed that SF3B2 is the primary methylation substrate of PRMT9 (Supplementary Fig. 5). To further assess the extent to which the effects of *Prmt9* KO on mouse behavior and RNA splicing are caused by the loss of SF3B2 methylation, we generated an Sf3b2 arginine methylation-deficient mutant mouse model by substituting the methylated arginine residue to lysine (K), namely Sf3b2^R491K^ (corresponding to human R508) (Supplementary Fig. 7a). The homozygous R491K knock-in (KI) mice exhibited a complete loss of PRMT9-mediated arginine methylation without affecting the expression of PRMT9 (Supplementary Fig. 7b, c). Similar to *Prmt9* KO, R491K mice showed partial postnatal lethality (Supplementary Fig. 3f), and most importantly, they also exhibited impaired learning and memory when tested using the Morris water maze at ~2 months of age (Supplementary Fig. 7d–g). Consistently, field potential recording revealed an impaired LTP at the CA3>CA1 synapse in these mice (Supplementary Fig. 7h, i). Furthermore, we performed RT-PCR and analyzed RNA splicing of PRMT9 targets in hippocampus from WT and R491K mice. All 9 differentially spliced genes identified in *Prmt9* KO showed similar splicing changes in R491K hippocampus (Supplementary Fig. 7j). Together, these results strongly suggest that the biological function of PRMT9 in neurodevelopment and RNA splicing is mediated by its activity in methylating SF3B2.

### PRMT9-regulated alternative splicing exhibits weaker 3’ splice site features, including nonconsensus anchoring site sequences

The cis-regulatory elements that are essential for pre-mRNA splicing consist of the 5*'* (GU) and 3*'* (AG) splice site, BPS, and polypyrimidine track located upstream of the 3*'* splice site^48^. Additionally, the sequence located 6–25 nt upstream of the branch point, called anchoring site^21,49^, is also involved in the sequence-dependent binding of the SF3B complex in spliceosome assembly (Fig. 6a). To determine the sequence features of alternative splicing (AS) events regulated by PRMT9, we compared the intron and exon sequence features near the differentially spliced cassette exons (SE) in *Prmt9* KO hippocampus to the transcriptome-wide background cassette exons. First, we examined the splice site strength of the two 5*'* splice sites and the two 3*'* splice sites involved in defining SE events. Although no significant differences were observed when comparing the 5*'* splice sites located at either upstream or downstream intron (Fig. 6b, left panel), we found that cassette exons that were more included or excluded upon *Prmt9* KO were associated with weaker 3*'* splice sites in upstream and downstream introns, respectively (Fig. 6b, right panel). Next, we extracted sequences of introns upstream and downstream of the cassette exons to predict BPS using the Branch Point Prediction software^50^. The branch point predicted in introns upstream of more included cassette exons are more distal to their corresponding 3*'* splice sites (Fig. 6c) and have lower predicted branch point sequence scores (Fig. 6d). Importantly, as shown in the nucleotide frequency logos near the predicted branch point adenosine (A), more nonconsensus sequences were observed within the anchoring site in upstream or downstream introns for cassette exons that are more included and excluded upon *Prmt9* KO, respectively (Fig. 6e), suggesting that the splicing of exons with nonconsensus anchoring site sequences is more likely to be regulated by PRMT9.

**Fig. 6:**
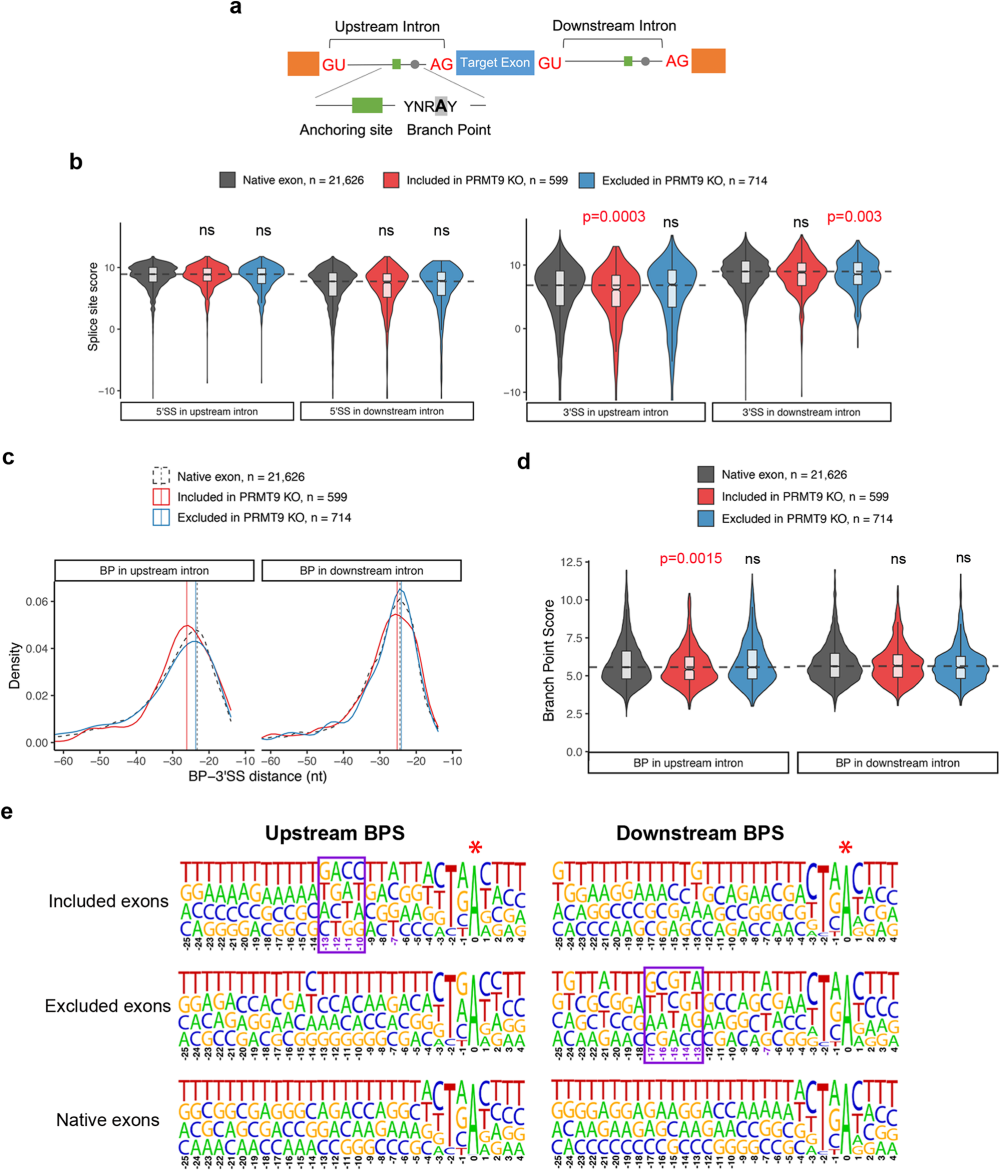
PRMT9-regulated splicing targets exhibit nonconsensus anchoring site sequences. **a** A schematic illustration of splicing cis-regulatory elements located in the intron sequence of pre-mRNA. Branch point and anchoring site locations are highlighted in gray and green, respectively. **b** Violin plot demonstration of the maximum entropy score of the 5*'* and 3*'* splice sites in upstream or downstream introns of differentially spliced cassette exons. The middle line of the boxplot represents median value. The low and high ends of the box represent the 25% and 75% quantiles, respectively. The two whiskers extend to 1.5 times the interquartile range. The statistical significance against background native cassette exons was assessed using a two-sided Wilcoxon’s rank-sum test. ns, not significant. **c** Density plot of the relative positions of predicted branch point (BP) locations distanced from their corresponding 3*'* splice sites. Native exon, n = 21,626; Included in PRMT9 KO, n = 599; Excluded in PRMT9 KO, n = 714. **d** Violin plot demonstration of BP scores from predicted branch point sites. The middle line of the boxplot represents median value. The low and high ends of the box represent the 25% and 75% quantiles, respectively. The two whiskers extend to 1.5 times the interquartile range. The statistical significance against background native cassette exons was assessed using a two-sided Wilcoxon’s rank-sum test. ns, not significant. Native exon, n = 21,626; Included in PRMT9 KO, n = 599; Excluded in PRMT9 KO, n = 714. **e** Sequence logo demonstration of the nucleotide frequency upstream of the predicted branch point sites. The height of the symbols within the stack indicates the observed frequency of the corresponding nucleotide at that position. The 0 point marks the position of the branch point adenosine (marked with an asterisk). Sequences from −25 nt to 4 nt relative to the branch point were shown, which include the reported anchoring site sequence covering 6 to 25 nt upstream of the branch point. The boxes highlight the sequence variations in PRMT9-regulated alternatively spliced exons in comparison to all native exons.

### PRMT9 regulates RNA splicing through fine-tuning the interaction of SF3B2 with pre-mRNA anchoring site

We previously showed that R508 methylation promotes the interaction of SF3B2 with the survival of motor neuron (SMN) and potentially U2 snRNP maturation^13^. However, the loss of SF3B2 methylation does not seem to affect the integrity of the SF3B complex (Supplementary Fig. 8a, b) or the interaction of SF3B2 with U2 snRNA (Supplementary Fig. 8c). To investigate how SF3B2 R508 methylation might affect RNA splicing, we analyzed a few recently published Cryo-EM structures of the human spliceosome complex^51–54^ and found that R508 (highlighted in green) either resides in close proximity to or interacts with (e.g., PDB: 6FF4) the nucleotide located 13 nt upstream of the pre-mRNA branch point adenosine (A) (Fig. 7a). Thus, we hypothesized that R508 methylation by PRMT9 might be involved in the regulation of protein RNA–interaction between SF3B2 and the pre-mRNA anchoring site.

**Fig. 7:**
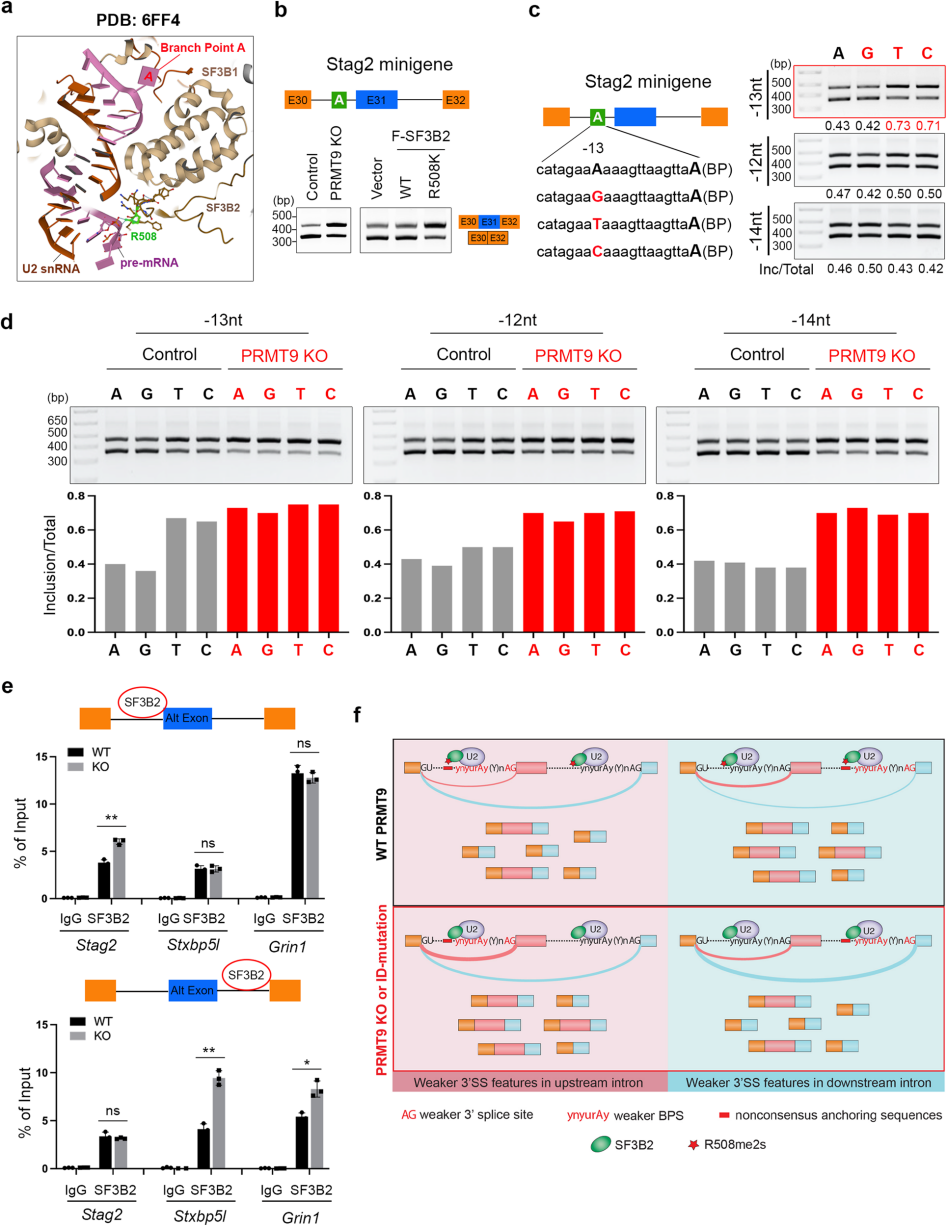
PRMT9-mediated SF3B2 R508me2s regulates splicing through the pre-mRNA anchoring site. **a** Cryo-EM structure of the human spliceosome complex (PDB: 6FF4). Branch point on the pre-mRNA is shown in red. SF3B2 R508 is highlighted in green. **b** A schematic illustration of the *Stag2* splicing minigene. The alternative exon 31 is labeled in blue. The anchoring site is highlighted in green (upper panel). RT-PCR was performed to detect the alternative splicing products in control and *PRMT9* KO HEK293 cells, as well as in cells expressing WT and R508K mutant SF3B2 (lower panel). n = 3. **c** Single nucleotide variations at the anchoring site differentially regulate *Stag2* minigene splicing. WT and mutant Stag2 splicing minigenes that contain single nucleotide mutations at −12, −13, and −14 nt upstream of the BP were compared by RT-PCR. The relative ratios of inclusion vs total (Inc/Total) were quantified using ImageJ software (n = 3). **d** *PRMT9* KO promotes exon inclusion and renders splicing to be insensitive to −13nt nucleotide variations. The splicing patterns of *Stag2* minigenes containing WT or single nucleotide mutations at −12, −13, and −14 nt upstream of the BP were detected in control and *PRMT9* KO HEK 293 T cells by RT-PCR (n = 3). **e** PRMT9 negatively regulates SF3B2 interaction with nonconsensus anchoring sites. CLIP-qPCR was performed with the hippocampus tissues from WT and *Prmt9* KO mice using the SF3B2 antibody. The amount of SF3B2-bound RNA was quantified by qPCR. Data are presented as mean ± SD (n = 3). *, *p* < 0.05; **, *p* < 0.01, ns, not significant. **f** Proposed working model: PRMT9-mediated SF3B2 R508me2s regulates RNA splicing through modulating SF3B2–anchoring site interaction and 3’ splice site selection. Source data are provided as a Source Data file.

To test this hypothesis and determine the functional significance of R508 methylation in splicing regulation, we focused on a PRMT9-regulated splicing target, *Stag2*, whose function has been linked to brain development and cognition^55–57^, and constructed a *Stag2* splicing minigene (Fig. 7b, top). Transfection of this minigene in control and *PRMT9* KO HEK293T cells faithfully recapitulated the splicing pattern in hippocampus (compare Fig. 7b bottom left with Fig. 5e). Importantly, expression of the SF3B2 methylation-deficient mutant (R508K) resulted in similar exon inclusion as PRMT9 KO (Fig. 7b, bottom right), further confirming that the effect of PRMT9 loss on *Stag2* splicing is caused by SF3B2 methylation deficiency. Based on the consensus sequence analysis, *Stag2* is predicted to contain a PRMT9-regulated anchoring site in the upstream intron (Fig. 6e). Thus, we generated mutant *Stag2* minigenes with single nucleotide variations at −12, −13, and −14 nt of the upstream anchoring sequence vicinity of the R508 interaction site (Fig. 7c, left panel). Interestingly, nucleotide variations at −13 nt, but not at −12 nt or −14 nt, exhibited significantly different splicing patterns, with two pyrimidine bases (T or C) strongly promote exon inclusion (Fig. 7c, right panel). Surprisingly, when expressed in PRMT9 KO cells, all these minigenes exhibited high levels of exon inclusion (Fig. 7d), suggesting that R508 methylation deficiency enhances their exon inclusion. Notably, PRMT9 KO, relative to control, has a milder effect on minigenes harboring pyrimidine bases at −13 nt (Fig. 7d), which might explain why PRMT9-regualted alternative exons exhibited more nonconsensus anchoring sequences in comparison to the native exons (Fig. 6e).

To further investigate the molecular basis underlying the alternative splicing caused by PRMT9 KO, we tested if PRMT9-mediated R508 methylation differentially regulates SF3B2 interaction with nonconsensus vs. consensus anchoring sequences. Using anchoring sequences derived from the *Stag2* minigenes (Supplementary Fig. 8d, left panel), we performed electrophoretic mobility shift assays (EMSA) to measure their interactions with unmethylated (R508me0) and SDMA-modified (R508me2s) SF3B2 peptides. The results showed that lack of methylation (R508me0) enhances SF3B2 interaction with both anchoring sequences and there is no obvious difference between nonconsensus (upstream, probe A) and consensus (downstream, probe B) anchoring sequences (Supplementary Fig. 8d, right panel). To detect these interactions in vivo, we performed cross-linking immunoprecipitation (CLIP)-qPCR and compared SF3B2 recruitment in control and *Prmt9* KO hippocampus. Upon PRMT9 KO, the interactions between SF3B2 and the nonconsensus, but not the consensus anchoring sites, were significantly enhanced (Fig. 7e), regardless of whether the nonconsensus anchoring site resided in the upstream intron (for the *Stag2* gene) or in the downstream intron (for the *Stxbp5l* and *Grin1* genes). These results suggest that R508 methylation negatively regulates the interaction of SF3B2 with nonconsensus anchoring sites in a context-dependent manner, likely involving additional features of the 3*'*SS and RBPs in vivo.

## Discussion

Based on the results presented, we propose the following working model: PRMT9-mediated SF3B2 R508me2s regulates RNA splicing through modulating SF3B2–anchoring site interaction and 3*'* splice site selection. For exons whose upstream intron is associated with overall weaker 3*'* splice site features (e.g., weaker 3*'* splice sites, weaker branch point sequences, and nonconsensus anchoring site sequences), the usage of this 3*'* splice site would be enhanced by SF3B2 methylation loss (caused by PRMT9 KO or the ID-associated PRMT9 loss-of-function mutation), resulting in more exon inclusion. Vice versa, if the weak 3*'* splice site features reside in the downstream intron, SF3B2 methylation loss would enhance the usage of downstream 3*'* splice site, thus, causing more exon skipping (Fig. 7f).

In 2015, we identified SF3B2 as an interaction protein and methylation substrate of PRMT9^12,13^. Over the past few years, we have attempted to identify additional PRMT9 substrates using various proteomic approaches, including proximity-dependent biotin identification (BioID)^58^ and immunoaffinity purification, but to no avail. Several lines of evidence suggest that SF3B2 is the primary, if not only, substrate of PRMT9: 1) PRMT9 forms a tight protein complex with SF3B2^13^. This high-affinity enzyme–substrate interaction is distinct from other PRMTs, whose interactions with their substrates are often transient and weak; 2) PRMT9 requires a stringent substrate motif for methylation^12^ and, in a large peptide library screening, only methylates SF3B2^59^; 3) PRMT9 marginally contributes to total cellular SDMA, whereas knockout of PRMT5, the primary SDMA-forming enzyme, results in an almost complete loss of SDMA^12^; 4) on native total cell-lysate substrates, recombinant PRMT9 only methylates a single band that corresponds to SF3B2 protein in PRMT9 KO lysates, but not WT lysates, strongly suggesting that SF3B2 R508 is the major PRMT9 substrate and that SF3B2 R508 is highly, if not fully, methylated in WT cells (Fig. 5a and Supplementary Fig. 5); and 5) SF3B2 arginine methylation deficiency resembles PRMT9 KO in causing defective synaptic plasticity, cognitive function, and hippocampus RNA splicing (Supplementary Fig. 7), suggesting that the biological function of PRMT9, at least in neurodevelopment, is largely mediated by its activity in methylating SF3B2. While a recent study suggested that MAVS is a substrate for PRMT9^41^, we were unable to detect MAVS methylation under our assay conditions that detect strong SF3B2 methylation (Supplementary Fig. 5e). However, it is possible that MAVS is methylated at a level below the detection threshold of our assay. Nevertheless, collective evidence strongly supports that SF3B2 is the primary methylation substrate of PRMT9.

The high stoichiometry of a specific PTM often indicates its house-keeping role in maintaining protein function^60,61^. In the case of SF3B2 R508me2s, our study suggests that this PTM is particularly involved in the regulation of SF3B2 interactions with a subset of PRMT9-sensitive anchoring sequences that we call nonconsensus anchoring sites. Specifically, the lack of SF3B2 methylation upon PRMT9 KO enhances SF3B2 engagement with the nonconsensus anchoring sites to promote the usage of its corresponding 3*'* splice site (Fig. 7e). Although the precise sequence features of these nonconsensus anchoring sites remain to be defined, results from a series of experiments using *Stag2* minigene mutations suggest that the splicing of introns harboring purine bases (A or G) at −13 nt upstream of the branch point might be more likely to be affected by PRMT9 loss (Fig. 7a–d). Note that these introns also exhibit overall weaker 3*'* splice site and branch point sequences (Fig. 6b–d). Thus, a nonconsensus anchoring sequence might not be the only determinant for whether the splicing of a pre-mRNA transcripts will be affected by PRMT9 loss. Although lack of methylation at R508 in general enhances SF3B2 interaction with anchoring sequences (Supplementary Fig. 8d) in vitro, this effect becomes context-dependent in cells (Fig. 7e).

It is intriguing that a single nucleotide variation at the −13 nt of the anchoring site is sufficient to impact *Stag2* minigene splicing (Fig. 7c). Although the extent to which this phenomenon could be generalized remains to be determined, it highlights the critical role of the anchoring sequence as an essential cis-regulatory element in splicing regulation. Several core components of the U2 snRNP complex, including SF3B1, SF3B2, SF3B4, SF3A1, SF3A2, and SF3A3, directly interact with the anchoring site^21,22^. Structural analysis revealed that these dense protein–RNA interactions could be involved in constraining the length of the U2/intron duplex to be 16 bps (−13 nt to +2 nt around BP)^51–54^. Importantly, the −13 nt is located at the 5*'* end of the U2/intron duplex, where U2 snRNA starts to form stem loop IIa (SLIIa) onward^62,63^. Thus, protein–RNA and RNA–RNA interactions at this location could potentially affect U2 snRNP/intron engagement and RNA splicing.

Alternative splicing regulation is highly pervasive in the central nervous systems^23,64^. Various aspects of brain development and function, including neurogenesis, synaptogenesis, and the homeostasis of neuronal activity, involve alternative splicing regulation^23,24,65^. Specifically, alternative splicing can directly impact glutamate receptors, plasticity, and maturation of cortical circuits^23,66^. Spine size and density are highly correlated with glutamate receptor content and degree of maturation^67–69^. Our observation that CA1 neurons from *Prmt9* cKO mice show decreased spine density and sizes, and that cultured primary cKO neurons exhibit reduced numbers of putative functional synapses further support a critical role of PRMT9/SF3B2-mediated splicing in neurodevelopment. An earlier study comparing the transcriptome changes between mouse fetal and adult cerebral cortex revealed dramatic differences in alternative splicing isoforms during brain development. Surprisingly, more than 30% of the genes that were found to be differentially regulated by alternative splicing did not change their total expression levels^70^, suggesting that alternative mRNA isoforms are the major regulatory paradigm for the expression and function of these genes. In support of this, the genetic knockout of NOVA, a neuronal-specific splicing factor that regulates ~7% of brain-specific splicing, in neocortex causes dramatic changes in alternative splicing, but not significant changes in steady-state gene expression levels^42^, similar to transcriptome changes upon PRMT9 KO in hippocampus (Fig. 5c). These results suggest that like NOVA, PRMT9 does not have a general role in regulating gene transcription or RNA turnover, but rather acts through alternative splicing to define the hippocampus-specific transcriptome. Notably, PRMT9 also shares a significantly numbers of splicing targets with NOVA (Fig. 5d), including *Grin1* and R*ap1gap* (Fig. 5e and Supplementary Fig. 6e), suggesting that they might function cooperatively to regulate splicing in synapse development, plasticity, and cognitive function.

## Methods

### Cell culture and transfection

HeLa and HEK293 cells obtained from ATCC were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 100 U/ml penicillin and 100 μg/ml streptomycin at 37 °C in an atmosphere of 5% CO_2_. Transient transfection was performed using the PolyJet™ In vitro DNA transfection reagent according to the manufacturer’s instructions (SignaGen Laboratory). In all transfections, the total amount of DNA was normalized by using empty control plasmids. For small-interfering RNA (siRNA) transfection, we used Lipofectamine 2000 reagent according to the manufacturer’s instructions (Invitrogen). Dharmacon™ pooled gene-specific and negative control siRNA were purchased from Horizon Discovery. Cells were prepared for immunoblotting 72 h after siRNA transfection. Mouse embryonic stem cells (mESCs) were cultured in feeder-free 0.1% gelatin-coated plates. The culture medium contained DMEM supplemented with 15% stem cell qualified FBS, 0.1 mM non-essential amino acids solution (NEAA), 100 U/ml penicillin, 100 μg/ml streptomycin, 0.1 mM β-mercaptoethanol (BME), and 1000 U/ml mouse leukemia inhibitory factor (mLIF).

### Plasmids

Flag-PRMT9, GFP-PRMT9, Flag-SF3B2, Flag-SF3B2 (R508K) GST-SF3B2 (401-550) and HA-Ubiquitin have been described previously^13,71^. Flag-PRMT9 (G189R) and Flag-PRMT9 4A mutant constructs were generated by site-directed mutagenesis according to the QuikChange XL Site-Directed Mutagenesis kit (Agilent Technologies). Flag-UBE3C (WT) and Flag-UBE3C (C1051S) were kindly provided by Dr. Ruey-Hwa Chen (National Taiwan University). They were subcloned into the pEGFP-C1 vector to generate GFP-UBE3C (WT) and GFP-UBE3C (C1051S). pSpCas9(BB)−2A-Puro (PX459) V2.0 was a gift from Feng Zhang (Addgene plasmid # 62988). Human Mitochondrial antiviral-signaling protein (MAVS) was amplified from reverse transcribed cDNA from HEK293T cells and cloned into the pGEX-4T-1 and p3xFLAG-CMV-7.1 vectors.

To construct the Stag2 splicing minigene, we first performed overlapping extension PCR to obtain genomic sequences that contain exon 30–32, as well as the intron sequences in between. 

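In the annotation of GRCm38, Stag2 (ENSMUSG00000025862) lies on the forward strand of chromosome X from 42149317 to 42277185, and the numbering of its exons depends on the transcript. In ENSMUST00000115073, with 34 exons, exon 30 spans positions 42266086 to 42266275, exon 31 spans 42266366 to 42266476 and exon 32 spans 42269381 to 42269507. Their lengths are 190, 111 and 127 bases. The intron between exons 30 and 31 has 90 bases and the intron after exon 31 has 2904 bases. ENSMUST00000069619, with 33 exons, lacks the exon of 111 bases, so that the exon from 42269381 to 42269507 is its exon 31. The length of 111 bases leaves no remainder in codons, so inclusion of this exon keeps the reading frame. It is listed in 1 of the 8 annotated transcripts.

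**Figure D3:**
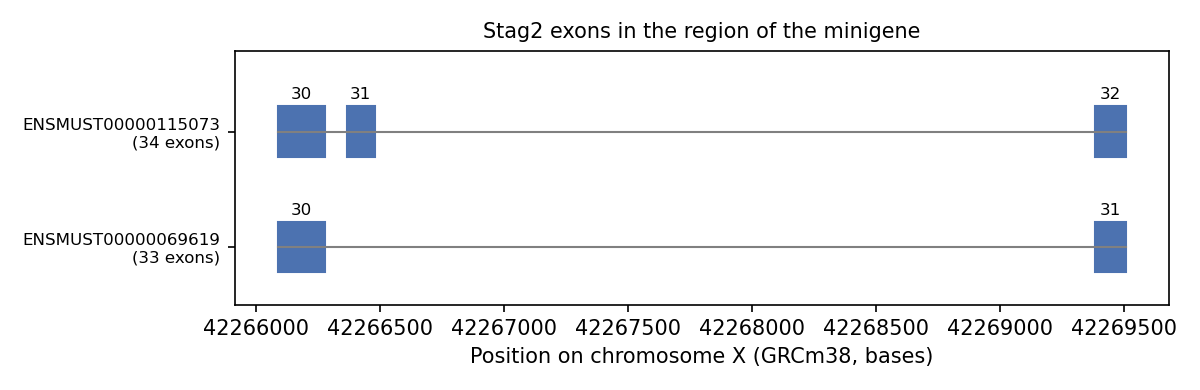
Annotated Stag2 exons from 42266086 to 42269507 on chromosome X (x axis, position in bases of GRCm38) in the transcripts with 34 and with 33 exons. Boxes are exons drawn to scale with their number in each transcript, and lines are introns. The box of 111 bases is present only in the upper transcript.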

The length of the intron between exon 31 and exon 32 is ~3 kb, so we only included 150 bp of the 5’ splice site and 150 bp of the 3’ splice site, which is sufficient to maintain essential splicing regulatory elements. The anchoring site mutated minigenes were generated by site-directed mutagenesis (Agilent Technologies). All plasmid constructions were confirmed by DNA sanger sequencing.

### Antibodies

The mouse monoclonal PRMT9 antibody and SF3B2 R508me2s antibody were described previously^13^. Anti-Flag (F3165-1MG), anti-Flag M2 magnetic beads (M8823-5ML), and anti-ACTIN (A2228-200UL) were purchased from Sigma. Anti-Ubiquitin (#3933), anti-HA (#3724), anti-GST (#2622), anti-MCL1 (#94296), and anti-Tubulin (#2144) antibodies were purchased from Cell Signaling Technology. Anti-SF3B2 (NB100-79848) and anti-SF3B4 (NBP2-20327) antibodies were purchased from Novus Biologicals. Anti-VCP (A300-589A) and anti-UBE3C (A304-122A) antibodies were purchased from Bethyl Laboratory. Anti-SF3B1 (SC-514655) was purchased from Santa Cruz Biotechnology. Anti-SF3A1 (PA5-51439) was purchased from Thermo Fisher. Anti-PSD95 (MABN68), anti-SYN (AB1543), anti-GluN1 (MAB1586), and anti-GluA1 (AB5849) were purchased from Millipore. The rabbit polyclonal PRMT9 antibody targeting mouse PRMT9 protein was generated using a mouse PRMT9 peptide (a.a. 794–a.a. 812), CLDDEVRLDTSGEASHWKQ (YenZym Antibodies, LLC). The specificity of this antibody was characterized by using Prmt9 knockout cell lines.

### Protein sequence alignment using ClustalW

The parameters for the alignment using ClustalW were set as the following: Gap Penalty: 10, Gap Length Penalty: 0.2, Delay Divergent Seqs (%) 30, Protein Weight Matrix: Gonnet Series for multiple alignment parameters. For pairwise alignment, Gap Penalty: 10, Gap Length 0.1, Protein Weight Matrix: Gonnet 250.

### Protein structure and modeling

PRMT7 (PDB ID: 4C4A) and PRMT9 structures (PDB ID: 6PDM) downloaded from PDB were visualized, aligned and G189R mutagenesis performed using PyMOL.

### Generation of CRISPR knockout cell lines

Prmt9 knockout mESCs were generated by transfecting gBlock gene fragments (Integrated DNA Technologies) containing a guide RNA sequence that targeted the mouse Prmt9 gene (5’- GAACCGTTCTGGATATCGGC −3’). PRMT9 knockout HeLa and HEK293T cells were generated by transfecting the hSpCas9-2A-Puro vector (PX459) containing different guide RNA sequences targeting three different genomic regions of human PRMT9 gene (sgRNA1: 5’- AGTCGGATACAAGACTTACT −3’; sgRNA2: 5’- GTTTGCTGCCACGACATCAC −3’; and sgRNA3: 5’- GAAAAGATGAGTCGAGTTCC −3’). All the knockout cell lines were derived from single-cell clones and confirmed by western blot analysis.

### In vitro methylation assay

In vitro methylation reactions were carried out in 30 μl of phosphate-buffered saline (PBS) (pH = 7.4.) containing 0.5–1.0 μg of substrate, 3 μg of recombinant enzymes, and 0.42 μM S-adenosyl-l-[methyl-^3^H] methionine (79 Ci/mmol from a 7.5 μM stock solution; PerkinElmer Life Sciences). The reactions were incubated at 30 °C for 1 h and then separated on SDS-PAGE, transferred to a PVDF membrane, treated with En3Hance™ (PerkinElmer Life Sciences), and exposed to film for 1–3 days at –80 °C.

In vitro methylation with total cell lysates as substrates was performed as described above except that total cell lysates from HeLa cells, mESCs, E16 mouse embryo, and various mouse tissues were used as the substrates. Tissue and cell lysates were prepared with a mild lysis buffer (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 0.1% NP-40, 15 mM MgCl_2_). The lysate was sonicated to maximize the protein extraction.

### Western blot analysis

Cells were lysed in radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris [pH 8.0], 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 2 mM EDTA, and protease inhibitors). For immunoblotting, an equal amount of each sample was resolved by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) western membrane. Following blocking with 5% non-fatty milk in phosphate-buffered saline with Tween 20 (PBS-T) buffer, membranes were incubated with the indicated primary antibodies overnight at 4 °C. The HRP-conjugated secondary antibodies were used against respective primary antibodies. The membranes were visualized by chemiluminescence by using X-ray films.

### Immunoprecipitation (Co-IP)

Cells from 10 cm dishes were washed with ice-cold PBS and lysed with 1 ml of co-IP buffer (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 5 mM EDTA, 15 mM MgCl_2_, 0.1% NP-40 and protease inhibitor cocktail). Cell lysates were briefly sonicated, and insoluble materials were cleared by centrifugation at maximum speed for 15 min at 4 °C. Total cell lysates were incubated with 2 μg of immunoprecipitation antibody overnight with gentle rotation. After incubation with Protein A/G agarose beads at 4 °C for 2 h, the immune complex was precipitated by centrifugation and washed with Co-IP buffer three times. After the final wash, Protein A/G beads were resuspended with 40 μl 2× protein loading buffer and analyzed by western blot.

### Immunofluorescence (IF)

Cells were grown on coverslips in 24-well plates, fixed with 4% formaldehyde for 15 min, and permeabilized with PBS containing 0.3% Triton X-100. After blocking with 5% bovine serum in PBS for 1 h at room temperature, the coverslips were incubated with primary antibody in blocking buffer overnight at 4 °C. After washing three times with PBS-T buffer, the coverslips were incubated with Alexa Fluro 488-, or 555-conjugated secondary antibody and nuclei were identified by staining the coverslips with 4′,6-diamidino-2-phenylindole (DAPI). Images were acquired by using a ZEISS Axio Observer and processed using the ZEN Blue software (Zeiss).

### Protein half-life assay

Cells were transfected with the indicated plasmids for 48 h prior to treatment. To inhibit protein synthesis, cycloheximide (CHX) at a final concentration of 50 ug/ml was added to cell culture medium for the indicated time periods. The total cell lysates were prepared using the RIPA buffer after treatment. The expression levels of the indicated proteins were detected by western blot analysis. Quantification of the western blot signal was performed by using the ImageJ software.

### Protein purification

For the purification of GST-tagged proteins, Escherichia coli strain BL21 (DE3) was transformed with the indicated plasmid, and a single colony was picked and cultured in 5 ml LB Broth with 100 μg/ml ampicillin overnight. 45 ml fresh LB Broth with 100 μg/ml ampicillin was added the next day. At OD = 0.6, protein expression was induced with 1 mM IPTG at 30 °C for 4 h or 16 °C overnight. The cells were sonicated in PBS on ice and clarified by centrifugation. The lysates were subsequently incubated with Glutathione Sepharose 4B resin (GE Healthcare Life Sciences) overnight at 4 °C. After washing three times with PBS, the GST-tagged proteins were eluted with 10 mg/ml reduced L-Glutathione in elution buffer (100 mM Tris–HCl [pH 7.4], with 150 mM NaCl).

For the purification of Flag-tagged recombinant proteins, HEK293T cells were transfected with the indicated plasmids for 48 h and lysed in M2 binding buffer (20 mM Tris–HCl [pH 7.5], 150 mM NaCl, 1% NP-40, 2 mM EDTA and protease inhibitors) at 4 °C for 30 min. The lysates were briefly sonicated on ice and clarified by centrifugation. The lysates were subsequently incubated with anti-Flag M2 magnetic beads overnight at 4 °C. After washing three times with M2 wash buffer (20 mM Tris–HCl [pH 7.5], 500 mM NaCl, 1% NP-40, 2 mM EDTA, and protease inhibitors), Flag-tagged proteins were eluted with 200 μg/ml 3×Flag peptide in TBS buffer (50 mM Tris–HCl [pH 7.4] with 150 mM NaCl).

### Liquid chromatography–mass spectrometry (LC/MS)

Protein complexes purified by Flag-tagged WT and G189R-mutant PRMT9 were resolved on a 4–20% Mini-PROTEAN® TGX™ Precast Protein Gel (Bio-Rad, # 4561094) and stained with Coomassie brilliant blue (Thermo Fisher, #20279). The protein band was excised and de-stained, followed by in-gel digestion using Trypsin/Lys-C Mix (Promega, cat. no. V5073), according to the manufacturer’s instructions. After overnight digestion, the peptides were extracted by adding 50% ACN/0.1% TFA solution, 60% ACN/0.1% TFA solution, and 80% ACN/0.1% TFA solution to the gel pieces three times. The combined peptide extracts were evaporated using a Savant SpeedVac SVC 100H Centrifugal Evaporator. The peptides were dissolved in 1% formic acid (Fisher Chemical, #A11750) and analyzed by reversed-phase LC/MS. The mass spectrometric analysis was carried out using a Thermo Scientific Orbitrap Fusion Mass Spectrometer equipped with an Easy Spray source and an Easy-nLC1000 system. The raw spectra files were searched using both Proteome Discoverer Software with Sequest (Version 2.0) and the Mascot algorithm (Mascot 2.5.1). The identified interacting proteins were listed in Supplementary Data 1.

### Quantitative reverse transcription PCR (RT-qPCR)

Total RNAs from cell lines or hippocampus tissue were isolated using TRIzol reagent (Cat# 15596018, Invitrogen) following the manufacturer’s instructions. Complementary DNA (cDNA) was prepared using the High-Capacity cDNA Reverse Transcription Kit (Cat# 4368813, Applied Biosystems). Quantitative PCR was performed using Power SYBR™ Green PCR Master Mix (Cat# 4368706, Applied Biosystems) and the CFX Opus 96 Real-Time PCR System (Bio-Rad Laboratories). Data analysis was performed using the Bio-Rad CFX Manager 3.1. The experimental cycle threshold (Ct) was calibrated against the ACTIN control. All amplifications were performed in triplicate.

### In vivo ubiquitination assay

293 T cells were transfected co-transfected Flag-PRMT9 WT or Flag-PRMT9 G189R as substrates and GFP-UBE3C WT or GFP-UBE3C C1951S as E3 ligases, with or without HA-ubiquitin. 48 h after transfection, cells were harvested and lysed in RIPA buffer supplemented with protease inhibitors. Flag-tagged PRMT9 or G189R mutants were purified by M2 beads and detected by Immunoblotting.

### In vitro ubiquitination assay

In vitro ubiquitination assay was performed in a 20 μl reaction mixture containing 25 mM HEPES [pH 7.5], 200 mM NaCl, 5 mM MgCl_2_, 2.5 mM ATP, 50 µM ubiquitin, 200 nM E1, 500 nM E2, and 2 µM GST-UBE3C or GST-UBE3C C1051S (E3) (HECT domain, purified from E. coli strain BL21 (DE3)), together with 500 ng Flag-PRMT9 WT or Flag-PRMT9 G189R at 37 °C for 90 min. The reaction was stopped by the addition of SDS loading buffer, and the mixture was resolved and analyzed by Immunoblotting.

### Electrophoretic mobility shift assays (EMSA)

The 5’ 6-FAM labeled ssRNA oligonucleotide from upstream and downstream anchoring sites of the *Stag2* Exon 31 (upstream probe A: 5’- rCrArUrArGrArArArArArArGrUrUrArArGrUrUrArA-3’; downstream probe B: 5’ rUrArArUrArGrUrCrArUrGrCrCrUrUrGrGrUrUrCrA-3’) were purified by PAGE gel and incubated at a final concentration of 1 µM with increasing amounts (1.4 µM, 14 µM, and 140 µM) of either unmodified (R508me0: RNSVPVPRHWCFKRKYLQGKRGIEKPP) or R508 methylated (R508me2s: RNSVPVPRHWCFKR^me2s^KYLQGKRGIEKPP) SF3B2 peptides at room temperature in 10 µl reaction buffer containing 20 mM Tris-HCl [pH 8.0], 150 mM NaCl, 1.5 mM MgCl_2_, 0.5 mM EDTA, and 100 U/mL RNasin for 20 min. The reactions were then resolved on 6 % native acrylamide gels (37.5:1 acrylamide:bis-acrylamide) in 0.5× TBE buffer. The mobility shift of oligonucleotides was detected using Bio-Rad ChemiDoc Imaging System.

### Cross-linking immunoprecipitation and qPCR (CLIP-qPCR)

Hippocampus region from WT or Prmt9 KO mice were homogenized with 27 G needles and then cross-linked under 400 J/cm^2^ 365 nm UV. The crosslinked hippocampus samples were then lysed in lysis buffer (150 mM KCl, 25 mM Tris [pH 7.4], 5 mM EDTA, 0.5 mM DTT, 0.5% NP40, and 100 U/mL RNase inhibitor) for 1 h at 4 °C, followed by sonication using the Bioruptor ® Pico sonication device (Diagenode) at a setting of 30” on/ 30” off for 10 cycles. The sonicated cell lysates were clarified by centrifugation at maximum speed for 15 min at 4 °C. For immunoprecipitation, the lysates were incubated with 1 μg of SF3B2 antibody or control IgG for 4 h with gentle rotation at 4 °C, followed by incubation with protein A Dynabeads (Invitrogen) for 2 h at 4 °C. The immune complex was washed with lysis buffer three times. After the final washing, the beads were incubated in 100 μl of elution buffer (50 mM Tris [pH 7.5], 75 mM NaCl, 6.5 mM EDTA, 1% SDS and 0.2 mg/ml Proteinase K) at 50 °C for 1 hr. RNA was then extracted by using Phenol-chloroform, and reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit. Equal volumes of RNA from each sample were used for the reverse transcription. The relative amount of immunoprecipitated RNA was quantified by qPCR analysis. All amplifications were performed in triplicate. The primers for qPCR are listed in Supplementary Data 2.

### RNA immunoprecipitation (RIP)-qPCR

Control and PRMT9 KO HEK293T cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Crosslinking was stopped by the addition of glycine to a final concentration of 0.25 M for 5 min. Cells were washed three times with ice-cold PBS and lysed in RIPA buffer (50 mM Tris [pH 7.5], 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, and 2 mM EDTA, supplemented with protease inhibitors and RNase inhibitor) for 1 h at 4 °C, followed by sonication using the Bioruptor ® Pico sonication device (Diagenode) at a setting of 30” on/ 30” off for 10 cycles. Insoluble materials were cleared by centrifugation at maximum speed for 15 min at 4 °C. Cell lysates were incubated with 1 μg of SF3B2 antibody or control IgG overnight at 4 °C with gentle rotation. After incubation with Dynabeads beads for 2 h at 4 °C, the immune complex was washed with washing buffer I (50 mM Tris–HCl [pH 7.5], 1 M NaCl, 1% NP-40, and 1% sodium deoxycholate) and then washed three times for 5 min with washing buffer II (50 mM Tris–HCl [pH 7.5], 1 M NaCl, 1% NP-40, 1% sodium deoxycholate, and 1 M urea). After the final washing, the beads were incubated in 100 μl of elution buffer (100 mM Tris–HCl [pH 8.0], 200 mM NaCl, 10 mM EDTA, 1% SDS, and 0.2 mg/ml Proteinase K) for 1 h at 42 °C, followed by 1 h at 65 °C. RNA was then extracted by using Phenol-chloroform, and reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit. The relative amount of immunoprecipitated RNA was quantified by qPCR analysis. All amplifications were performed in triplicate. The primers for qPCR are listed in Supplementary Data 2.

### Prmt9^Flox/Flox^ and Sf3b2^R491K^ mouse models

The *Prmt9* conditional knockout (cKO) mouse model (C57BL/6) was generated using CRISPR/Cas9 technology (Applied StemCell). Briefly, validated gRNA and single-stranded oligodeoxylnucleotide (ssODN) donor, along with the Cas9 protein were used for microinjection to insert two LoxP sequences (5’- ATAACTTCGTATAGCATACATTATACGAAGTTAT −3’) into intron 4 and intron 5 of the mouse Prmt9 gene. PCR and Sanger sequencing were performed to confirm the knock-in of the sequence in F0 founders and germline transmission in F1 mice. Subsequent genotyping was performed using PCR. Genotype primers are listed in Supplementary Data 2.

The *Sf3b2*^R491K^ point mutant mouse model (C57BL/6) was generated by CRISPR/Cas-mediated genome engineering (Cyagen). 

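Mouse Sf3b2 (ENSMUSG00000024853) lies on the reverse strand of chromosome 19 of GRCm38 from 5273932 to 5295455. Its protein-coding transcript ENSMUST00000025774 has 21 exons. Exon 12 spans positions 5286189 to 5286416, holds 228 coding bases and codes for codons 451 to 526. Codon 491, counted from the annotated start codon, reads CGC in the reference transcript and codes for arginine.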

R491 (R508 in human) is located on exon 12 of the mouse Sf3b2 locus. The p.R491K (CGC to AAG) in donor oligo was introduced into exon 12 by homology-directed repair. Two synonymous mutations p.C488= (TGT to TGC) and p.K490= (AAG to AAA) were introduced to prevent the binding and re-cutting of the sequence by gRNA after homology-directed repair. Validated gRNA, ssODN donor, and the Cas9 protein were co-microinjected into fertilized eggs of C57BL/6 mice. The resulting pups were genotyped by PCR followed by Sanger sequencing. The genotype primers are listed in Supplementary Data 2.

Emx1-Cre (#005628) and CMV-Cre (#006054) mice (C57BL/6J) were purchased from the Jackson Laboratory. All data generated using mice as listed in this manuscript are approved by the Institutional Animal Care and Use Committee of the City of Hope (Protocol number 17070) and the University of Arizona (protocol number 13-478).

### Body composition analysis

Lean and fat mass content were evaluated by quantitative nuclear magnetic resonance using a Bruker Minispec mq60 (Bruker) on 8-week-old mice.

### Morris water maze

A circular pool was placed in a room with prominent visual cues and filled with room temperature (∼24 °C) water (made opaque) to a depth of 30 cm. The pool was placed in a room with prominent ambient visual cues. The circular arena was divided into four equal quadrants with defined hidden platform zones. Mice were placed in one of four starting locations in the pool and allowed to swim until they found a submerged hidden platform (7.5 × 7.5 cm size). A video camera was used to record moving tracks at 15 frames per second (fps) using Ethovision XT (Noldus Information Technology, Leesburg, VA). Training phases included four trials per day for eight consecutive days with an inter-trial interval of one hour. A probe trial was conducted on Day 8, right after the training. During probe trial, the submerged platform was removed, and mice were allowed to freely swim in search of the platform. Time spent in the target quadrant, and the number of crosses over original platform location was quantified. A reverse learning test was conducted on Days 9–11, during which mice were trained to relearn a new platform location that was moved to the opposite quadrant. Another probe test was conducted following the completion of the reverse learning training session to assess cognitive flexibility. Only mice that met all the performance criteria through the acquisition/probe trial/reverse learning were included in analyses.

### Fear conditioning

The Pavlovian fear conditioning learning test was conducted essentially the same as we recently described^72^. Mice were tested in sound-attenuating cabinets, in which the visual contextual cues (enclosure’s color and texture) could be readily changed. The unconditioned and conditioned stimulus (foot shock and audio cue) were programmed, and videos were recorded using AnyMaze video tracking system (Stoelting, Wood Dale, IL). Locomotor activity was recorded at 25 fps by a digital camera. Mouse immobility was considered freezing if it lasted at least 1 s. Fear conditioning training was conducted with the grid floor, during which five tone—shock/CS—US pairings consisted of a 30-s tone that co-ended with a 1-s (0.5 mA) foot shock. The CS–US pairing was delivered with a 150 s inter-trial interval for the five training sessions. A contextual recall memory test was performed on the second day, during which mice were introduced to the same context for 300 s, and time spent in freezing was quantified.

### Open field test

The open field test was used to assess basal locomotor activity and reactivity to a novel environment. Mice were introduced to an open field (45 × 45 cm^2^) arena with a 40 cm wall and were habituated for 5 min, followed by 10 min of video recording using Ethovision video-tracking system. Total distance traveled, and the percent of time spent in the center (22.5 × 22.5 cm^2^) were quantified.

### Elevated plus maze (EPM) test

The EPM test was conducted as previously reported^72^ to evaluate anxiety in mice by using their innate preference for dark and enclosed spaces. The EPM apparatus was 4 feet from the ground and consisted of four runways (9 in. × 2.5 in. rectangle) arranged perpendicularly, two of which were enclosed with 5 in. high walls, and two of which were open. The amount of time spent in the closed vs. open arms of the maze was recorded and measured in a 5-min session using Ethovision.

### Hippocampal brain slice preparation

Mice were euthanized with 3–5% isoflurane, and brains were collected from young adult mice of the desired genotypes. To enhance brain slice viability, intra-cardiac perfusion of ice-cold choline solution (110 mM choline chloride, 25 mM NaHCO_3_, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 0.5 mM CaCl_2_, 7 mM MgSO_4_, 25 mM D-glucose, 11.6 mM sodium ascorbate, and 3.1 mM sodium pyruvate, saturated with 95% O_2_/5% CO_2_) was performed. Mice were decapitated and brains were quickly dissected out. Horizontal slices (300 μm thick) at the hippocampus level were made in ice-cold choline solution using a vibratome (VT-1200S, Leica). The hippocampus from each hemisphere was dissected out and kept in artificial cerebrospinal fluid (ACSF, contains 126 mM NaCl, 2.5 mM KCl, 26 mM NaHCO_3_, 2 mM CaCl_2_, 2 mM MgCl_2_, 1.25 mM NaH_2_PO_4_, and 10 mM d-glucose, saturated with 95% O_2_/5% CO_2_) for 30 min at 35 °C, and then maintained at 22 °C RT until recording.

### Analysis of dendritic spine morphology

CA1 neurons in acute hippocampus slices were filled with 0.25% biocytin during whole cell patch clamp recording, further fixed in 4% PFA overnight. Neuron morphology as revealed by avidin-Alexa 488 (Invitrogen). Z-stacks of spines from apical secondary dendrites (200–450 μm away from the soma) were collected using a 63× objective (Plan-Apochromat, NA 1.4). Spine images were acquired using a 512 × 512 pixels frame with 4× digital zoom and 0.2 µm Z step size. Imaris software (V8.02, Bitplane, South Windsor, CT) was used to measure spine head diameter, length, and density.

### Culturing primary embryonic hippocampus neurons

Embryonic hippocampal neuron cultures were prepared from E17.5 time-pregnant Prmt9^fx/fx^:emx1^cre^ breeders, similar to that previously described^73^. The hippocampi were dissected out from the embryonic brains and digested with papain. Tails from the embryos were collected for genotyping. The hippocampi were then dissociated into individual cells and plated into 24-well plates with poly-D-lysine-coated glass coverslips at a density of 15,000 cells/cm^2^. Neurons were cultured in Neurobasal medium supplemented with 2% B27 (Life Technologies), and fixed with 4% PFC at DIC 25–28, and processed for immunocytochemistry double labeling with antibody pairs (Synapsin I/PSD95; GluA1/GluN1). Neurons were imaged on a confocal microscope (Zeiss, LSM710) with a 63× oil immersion objective and 2× digital zoom. Imaris (Oxford Instruments) was used to quantify the puncta density and colocalization.

### Field potential recording, LTP and LTD

Hippocampal slices were transferred to an interface chamber (Automate Scientific, Berkeley, CA), and superfused with ACSF. Field excitatory postsynaptic potentials (fEPSPs) were recorded in the CA1 stratum radiatum layer using a glass patch electrode at room temperature to facilitate long-term slice viability. The patch electrode had an electrical resistance of 1–2 MΩ at 1 kHz when filled with ACSF. fEPSPs were evoked by a tungsten stimulating electrode (FHC Inc, Bowdoin, ME) that was placed on the Schaffer collateral inputs ~200 μm away from the recording site. Biphasic stimulus (graded levels ranging from 10 to 250 μA, 100 μs duration, 0.05 Hz) was generated using a Digidata 1440A interface (Molecular Devices, San Jose, CA) and pClamp 10.2 software. The stimulus was delivered through an optic isolator (Iso-flex, A.M.P.I). fEPSP signals were amplified using a differential amplifier (model 1800, A–M Systems, Carlsborg, WA), low-pass filtered at 2 kHz and digitized at 10 kHz.

A stimulus—fEPSP input–output curve was first obtained by measuring fEPSP slope (first 1-ms response after fiber volley) as a function of the fiber volley amplitude. A stimulus intensity that produced a ~40–50% maximum fEPSP amplitude was then adopted and kept constant throughout the experiments. After establishing a stable baseline response of stimulus-evoked fEPSPs for at least 10 min, an LTP induction stimulation protocol was applied. It is well-established that the synaptic stimulation pattern is critical for LTP/LTD induction and maintenance^74^. For LTP induction, we adopted a tetanus stimulation protocol that consisted of two, 1-s trains of stimulation at 100 Hz^75^. LTD was induced by low-frequency stimulation, which consists of 1 Hz paired pulses (with 50 ms inter-pulse interval) for a 15-min duration (i.e., a total of 900 paired stimuli). fEPSP was continuously recorded for 60 min post LTP/LTD induction.

### RNA-seq

RNA samples were extracted from hippocampus tissue of 2-week-old WT or Prmt9 whole body KO mice (n = 3 for each group). The quality of RNA samples was ensured by calculation of RNA integrity number as well as degradation measurement using the 2200 TapeStation system (Agilent). Poly(A)+ cDNA libraries were subsequently generated using TruSeq stranded mRNA Library Prep Kit. Libraries were sequenced on a NovaSeq 6000 System using S4 flow cell with a paired-end (PE) 2×100 kit at the Translational Genomics Research Institute (TGen).

### Gene expression and alternative splicing analysis

The quality of raw RNA-seq datasets was inspected using FastQC. Reads were aligned to the mouse genome (mm10/GRCm38) by STAR (v2.7.1a)^76^ using two-pass mode with Ensembl 97 annotations. Gene expression values were quantified in TPM (Transcripts Per Million) using kallisto (v0.43.1)^77^ and subsequently summarized to a gene expression matrix using tximport (v1.6.0, R package)^78^. Differential expression analysis was performed with the count-based tool DeSeq2 (v1.18.1, R package)^79^. Genes with fold change >1.5 and FDR < 0.01 were identified as differentially expressed genes between WT and *Prmt9* KO samples. UCSC genome browser track was utilized to visualize and confirm the change of Prmt9 expression in WT and *Prmt9* KO samples.

Alternative splicing (AS) events detection, quantification and differential splicing analysis were conducted using rMATS-turbo (v4.1.0)^28,30^. Five types of AS events were detected, including exon skipping, alternative 5*'* or 3*'* splice sites, mutual exclusive exons, and intron retention. Novel splice site detection features of rMATS-turbo were turned on to identify alterations in both annotated and cryptic splicing events. Exon inclusion levels were calculated as Percent Spliced In (PSI) values between 0 and 1, which is the ratio of reads supporting the inclusion isoform to total reads. To enhance the robustness and reliability of the analysis, events with low read support (75 percentile of read count <10 in either group) or extreme PSI value (average PSI value < 0.05 or >0.95 in both groups) were excluded from downstream analysis. Differentially spliced events were further defined by the cut-offs of FDR (≤0.01) and PSI value differences (≥0.05). Virtualization of selected differential splicing events was achieved by rmats2sashimiplot software.

### Gene set enrichment analysis

Genes with differential splicing were tested for enrichment in both Gene Ontology (GO) terms and biological pathways (BioPlanet^80^, using Elsevier and WikiPathway^81^), which were retrieved from Enrichr libraries (https://maayanlab.cloud/Enrichr/#libraries)^82^. To eliminate the bias resulting from gene expression on differential splicing analysis, we used a customized background gene list by excluding genes expressed at low levels (DeSeq2 base Mean value < 5) instead of using all genes in the mouse genome. Genes with significant splicing alterations in the top 2 categories (SE and A3SS) were selected as the foreground gene list. The significance of enrichment was then evaluated by a hypergeometric test, and adjusted *p* values were calculated from the Benjamini-Hochberg procedure.

### Synaptic Gene Ontologies (SynGO) analysis

For further systematic annotation of synaptic genes and ontology of synaptic processes, we performed SynoGO analysis^83^. Specifically, the “brain expressed” gene set downloaded from the SynGO database was selected as background. This gene set contains 18,035 genes, among which 1225 of them were annotated as synapse genes.

### Ras/Rho/PSD95 network analysis

Protein nodes of the Ras/Rho/PSD95 network were curated from two resources^31,43^. Protein-protein interaction edges were collected from the STRING (v11.5) database, with active interaction sources extracted from experimental data (BIND, DIP, GRID, HPRD, IntAct, MINT, and PID) or databases (e.g., Biocarta, BioCyc, GO, KEGG, and Reactome).

### Sequence feature analysis for differential exon skipping events

Comparisons were performed between differentially spliced cassette exons (exon skipping events) and a transcriptome-wide background. The background cassette exon set, or native exons, were defined as exons that were alternatively spliced under normal conditions (0.05 <mean PSI < 0.95 in WT samples).

*Splice site strength*. Splice site sequences were extracted from 5*'* splice sites and 3*'* splice sites in both upstream and downstream introns. Splice site strengths were calculated using MaxEntScan^84^. The statistical significance of splice site strength differences between differentially spliced cassette exons and native background cassette exons was assessed using Wilcoxon’s rank-sum test.

*Branch point prediction and comparison*. Branch point prediction was performed using BPP software^50^ in both upstream introns and downstream introns. The software reports both the specific position of a predicted branch point relative to the corresponding 3*'* splice site as well as the score of each predicted branch point. The statistical significance of branch point score differences between differentially spliced cassette exons and native background cassette exons was assessed using Wilcoxon’s rank-sum test.

*Anchoring sites upstream of branch points*. Sequences ranging from −25 nt to 4 nt relative to the predicted branch points were extracted, which includes the anchoring sites for the SF3B complex^21^. Observed frequencies of nucleotides at each specific position were visualized by WebLogo^85^.

### Statistical analysis

To ensure rigor and transparency, the experimenters were unaware of mouse genotypes/grouping. Sample sizes and number of independent experiments were estimated by power analyses using an R script that takes the pre-specified effect size and type I and II errors as input arguments. Behavioral data scores were independently analyzed by two experimenters. For all the behavior and electrophysiology tests, we first analyzed sex-disaggregated data separately, and did not find any statistical significance between sexes. As such, data from both sexes were pooled for further analysis. Statistical analyses and graphing were performed using GraphPad Prism 10.0, Microsoft Excel, and MATLAB and relevant bioinformatics tools and R packages. Figures were prepared using Adobe Creative Cloud. Shapiro–Wilk test and *F* test were used to test normality and equal variance. Student *t* test or two-way analysis of variations (with or without repeated measures, rmANOVA) were used when data passed normality and equal variance tests. Sidak’s multiple comparison (MCT) test was used for post-hoc comparison following two-way ANOVA. A nonparametric Mann-Whitney *U* test was used for non-normally distributed/ordinal type data (e.g., number of platform crosses). *p* < 0.05 was considered statistically significant for all tests.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. RNA Sequencing data generated in this study have been deposited to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE212192. The full list of mass spectrometry-identified proteins is provided in Supplementary Data 1. The mass spectrometry proteomics data generated in this study have been deposited to the ProteomeXchange Consortium with the dataset identifier PXD050058. Source data are provided with this paper.

# Supplementary material for: Loss-of-function mutation in PRMT9 causes abnormal synapse development by dysregulation of RNA alternative splicing
**Source:** Nat Commun. 2024 Apr 1;15:2809. doi: 10.1038/s41467-024-47107-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

### **Description of Additional Supplementary Information**

File Name: Supplementary Dataset 1

Description: List of proteins identified from vector control, PRMT9 WT, and PRMT9 (G189R) mutation.

File Name: Supplementary Dataset 2

Description: Oligo sequence information for primers and sgRNA.

How the deposited data were processed for this re-analysis (not part of the article)

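RNA-seq of hippocampus from 3 WT and 3 Prmt9 KO female mice of 2 weeks was analysed. The authors made the deposited values with kallisto from paired-end reads, as 1 file per mouse with an estimated count and a TPM value per transcript, and a table of TPM summed over the transcripts of each gene with tximport. The estimated counts are the reads that kallisto assigned to each transcript and are fractional where reads fit several transcripts, and the authors did not normalize them. The TPM values were scaled by the authors for effective length and depth within each mouse. No column of the gene table lacked a sample. In 35588 of the 35856 genes present in both, the TPM summed here over matched transcripts equalled the gene table within 0.001.

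Total estimated counts ranged from 194098391 to 249217021 in WT and from 222085851 to 286771677 in Prmt9 KO mice. For gene counts, counting error is small at this depth beside the spread between mice. The chi-square per gene between 2 mice was at least 25.75, where counting error alone gives about 1. The same was not measured for transcripts. The share of transcripts without any count was 37.4% in WT replicate 1 and between 22.8% and 24.8% in the other mice.

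Transcripts were assigned to genes with the GENCODE annotation of GRCm38 (release M21), a different release from the annotation the paper used for its alignment. Of 118783 transcripts, 116622 matched by identifier and 116438 of these had the same length. Counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test), DESeq2 1.42.0 and limma 3.58.1, with Benjamini-Hochberg adjustment. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 was used for events, primer products and other checks, and matplotlib 3.10.9 for figures. Differentially expressed genes and transcripts were called at an adjusted p below 0.01 and a fold change above 1.5. Transcript usage was tested with diffSpliceDGE in genes with at least 2 transcripts past the filter. Splicing events were built from annotated exons, tested with limma's trended empirical Bayes method on log2 ratios with 0.1 TPM added, and called at an adjusted p of at most 0.01 and a PSI difference of at least 0.05. Shares of RT-PCR products were compared with exact permutation tests, for which 0.1 is the smallest p with 3 mice against 3. How far kallisto's assignment of reads among transcripts is uncertain was not modelled, so transcripts that share most of their sequence carry more error than the tests include.

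The tests of edgeR for genes, transcripts and usage, limma's usage test and limma's event test were tested on simulated data. DESeq2, fry, camera, Fisher's exact test and the permutation tests were not. With a dispersion of 0.01, edgeR called 198 of 200 genes changed 2-fold and 200 of 200 changed 4-fold. With the dispersions of the 6 mice it called 0 and 138 of 200, with 0 false calls. For transcripts changed 4-fold, the calls were 200 of 200 and 0 of 200. The usage test called 196 of 200 genes at a dispersion of 0.01 with 8 false calls, and 4 of 200 with 56 false calls at the dispersions of the 6 mice. The event test called 200 of 200 events with a log2 SD of 0.15 and 79 of 200 with a log2 SD of 0.5. Both SD values were set by hand and shared by all simulated events, so neither gives the power for the real events.

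Replicate numbers were checked for pairing. The deviations from the group means of WT and Prmt9 KO mice with the same number correlated at 0.553, 0.415 and 0.383 across genes, each above the level of 0.1 from which the numbers were treated as pairing the mice, in an alternative fit with replicate number as a block. The deviations of WT replicate 2 and Prmt9 KO replicate 3 correlated at 0.417 and those of WT replicate 3 and Prmt9 KO replicate 2 at 0.394, so the check sets the mice numbered 1 apart and does not tell the numbers 2 and 3 from each other. The text calls the WT mice littermates of the Prmt9 KO mice but does not say which belong together.

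Genes named in the text were Prmt9, the genes that the paper names with its RNA-seq or RT-PCR, Sf3b2, Nova2 and the other members of the Prmt family, and the 10 called genes with the smallest adjusted p. Nrxn2, the called gene of the synapse list, falls outside this rule, as Gm3373 does, and was named after its values were seen. The condition that a gene changes in the same direction in every mouse has no meaning for transcript usage and was not applied there. Gene lists for synapse, choroid plexus, erythrocyte, immediate early and oligodendrocyte genes were tested with limma's fry. Lists of early neuronal, late neuronal, and thalamus and striatum genes were written after the mice numbered 1 had been seen to stand apart, from genes whose values had not been looked at.

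The named genes, these first 5 lists, the tests, the thresholds and most alternatives were set before the data were examined. The alternatives covered the test, normalization, filter on low counts, pseudocount, thresholds, replicate block and each mouse left out. A batch term for the mice numbered 1, a limit of 1000 bases on RT-PCR products and the other settings of the A3SS comparison at the unadjusted threshold were added after seeing the data. The comparison of 3′ splice site strength needs a genome sequence and was not run. The product whose share is given for each primer pair, the longest with a mean share of at least 0.05, and the use of the unadjusted threshold as the reported A3SS value were also settled after seeing the data. The gels, CLIP-qPCR, minigene, protein and behavioural experiments were not analysed here.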

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

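The batch term for the mice numbered 1, the limit on RT-PCR products and the settings of the A3SS odds ratio were chosen only after the results were seen.

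The count of differentially expressed genes was 0 and became 2 with DESeq2, 1 at an adjusted p below 0.05 without a fold limit and 1 with the batch term. It was 0 in the other settings run, each mouse left out included. The log2 fold change of Prmt9 was negative in every setting run, between −1.736 and −1.467, the latter with limma on log2(TPM + 1). It passed the threshold with DESeq2 (−1.712, adjusted p = 1.42e-60) and with the batch term (−1.707, adjusted p = 0.00128), and was between −1.731 and −1.677 with adjusted p from 0.101 to 0.904 across the fits that each left out 1 mouse. Fewer mice leave the test fewer degrees of freedom. Called transcripts went from 0 to 112 with DESeq2, and 1216 had an unadjusted p below 0.05 in edgeR. Called events were 0 in every setting run, with 614 events at an unadjusted p below 0.05.

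The 23 genes with changed transcript usage became 13 with replicate number as a block, 52 with the batch term, 4 with limma's diffSplice on voom weights, 1 with at least 10 counts in every mouse and 37 at an adjusted p below 0.05. Across the fits that each left out 1 mouse the count went from 9 without Prmt9 KO replicate 3 to 143 without WT replicate 1. The cause was not tested. The test on simulated counts was not repeated with the block or the batch term, so it is not known how many of their calls arise without any change.

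The odds ratio of synapse genes among these genes, 9.13, passed the threshold with the batch term (12.65, Fisher's exact test, p = 0.00224) and was 0 with the gene-level F test. It went from 0 to 2.915 across the fits that each left out 1 mouse, with 2.915 without WT replicate 1 and 0 without any 1 of the other 5 mice. It rests on 1 called gene, Nrxn2. With replicate number as a block it was 16.75 (Fisher's exact test, p = 0.0633) and rested on 1 other gene, Grin1, while Nrxn2 was not called (adjusted p = 0.0211).

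The A3SS odds ratio of 1.25 at the unadjusted threshold did not pass its own test with replicate number as a block (1.051), with the batch term (1.052) or with at least 5 TPM per event (1.176). Across the fits that each left out 1 mouse it went from 0.9481 without WT replicate 1 to 1.255 without Prmt9 KO replicate 1, and it passed the test only without WT replicate 3 (Fisher's exact test, p = 0.0127). The cause was not tested. The A3SS share at the adjusted thresholds has no value under any of its alternatives with adjusted p, since 0 events were called.

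Of the 5 gene lists, 0 were called with fry and with camera's estimated correlation and 3 with camera at a preset correlation of 0.01 (erythrocyte, immediate early and oligodendrocyte genes). With fry, the unadjusted p was 0.164 for erythrocyte and 0.221 for immediate early genes. A direction reversed when 1 mouse was left out for synapse genes (adjusted p 0.9579 without WT replicate 2, 0.9919 without WT replicate 3 and 0.963 without Prmt9 KO replicate 1, over a range from 0.2581 to 0.9919), choroid plexus genes (0.5861, 0.9919 and 0.8617, without WT replicate 1, WT replicate 3 and Prmt9 KO replicate 1, the first and second being the ends of its range) and oligodendrocyte genes (0.8617 without Prmt9 KO replicate 1, range 0.4878 to 0.9919).

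The number of RT-PCR primer pairs whose groups stood apart was 6, and 7 with all transcripts of a gene in the denominator. The paper had chosen these events from the same samples. It was between 6 and 8 with each mouse left out, and 8 without WT replicate 1. Among single lists and product shares, 37 of 44 values without a mouse left out were the same, 3 became stronger (the 3 lists above) and 4 moved by more than the spread between mice. With each mouse left out, 71 of 78 were the same and 7 reversed. The 4 that moved were the product shares of Ufsp2, Fbf1 (in 2 settings) and Grin1, and each kept its direction.

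The comparison of 3′ splice site scores and its alternatives were not run, since they need a genome sequence. For gene counts, depth is less of a limit than the spread between mice, because WT replicate 1 and Prmt9 KO replicate 1 stand far from the other 4. For transcript usage, events and product shares, counting error was not measured.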

Differences from the paper's values

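The paper gives 1 differentially expressed gene, Prmt9, and 0 genes passed the same thresholds with edgeR. DESeq2, the paper's tool, called 2 genes, Prmt9 among them. Of the alternatives set before the data were examined, an adjusted p below 0.05 without a fold limit gave 1 gene, again Prmt9, and the others did not give 1. The batch term for the mice numbered 1, chosen after seeing the values, also gave 1 gene, Prmt9.

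The paper gives 3722 changed splicing events, found by rMATS-turbo in aligned reads, and 0 annotated events passed the thresholds in transcript TPM. It gives 1953 genes with such events, and 23 genes were called for transcript usage, a different measure of the same question. None of the alternatives set before the data were examined closed either gap, and the largest count of genes was 143, without WT replicate 1. Among genes the paper names, Grin1 was called for transcript usage with replicate number as a block (adjusted p = 0.00626) and without WT replicate 1 (adjusted p = 3.19e-06), and Grin1 and Ufsp2 were called with the batch term chosen after seeing the values (adjusted p = 6.81e-05 and 0.00186). With all 6 mice and none of these terms, the adjusted p of both was 1 in edgeR, and limma's diffSplice on voom weights gave 0.105 for Grin1 and 0.449 for Ufsp2. Over the alternatives it ranged from 3.19e-06 to 1 for Grin1 and from 0.00186 to 1 for Ufsp2, and the number of calls these settings give in counts without any change was not simulated.

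In Fig. 5e, read by eye, the paper's Stxbp5l share in Prmt9 KO is about 0.21, and the share of the 290-base product was 0.5159, and none of the alternatives set before the data were examined closed the gap. The paper's Rap1gap share in WT is about 0.12 against 0.2565 here, and all transcripts of the gene in the denominator brought it to 0.1163 while the others did not close it. The same denominator moved the Rap1gap share in Prmt9 KO from 0.2795 to 0.1328, away from the paper's value of about 0.27, and the Stag2 share in Prmt9 KO from 0.5354 to 0.4388, away from the paper's value of about 0.68. The paper's Ufsp2 share in WT is about 0.11 against 0.1759, and it came to less than 1.5 times the paper's value, the ratio above which values are given here as different, with all transcripts of the gene in the denominator (0.1609) and without WT replicate 1 (0.163). Both stay above the paper's value. The paper's Fbf1 shares are about 0.19 in WT and about 0.34 in Prmt9 KO against 0.0959 and 0.1527, and none of the alternatives set before the data were examined closed these gaps.

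The paper states that A3SS events are over-represented among changed events. Here the odds ratio at the unadjusted threshold was 1.25 and was 0.9481 without WT replicate 1. The paper states a strong enrichment of synapse pathways, and 1 synapse gene of 68 was called here. For Rap1gap, the difference between genotypes was 0.0230 and the groups overlapped, with one sign in 3 of 3 pairs of mice of the same number. These pairs are not known to be littermates.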

Other observations

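The tests on the GC content, transcript length, library preparation and most abundant genes, the test on oligodendrocytes, the simulated usage calls and the splits for genes, transcripts and usage were chosen only after the result was seen. So was the comparison with the pairs of replicate numbers.

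The deviations of WT replicate 1 and Prmt9 KO replicate 1 from the other 2 mice of their own genotype had a correlation of 0.808 across 20315 genes. As deviations from the mean of their own genotype, in the check for pairing, they correlated at 0.553. These 2 kinds of deviation are proportional to each other, so the reference cannot make the correlations differ. The difference must lie in the expression values or genes used, which was not examined, so how far the deviation is shared stays uncertain. On the second principal component the 2 mice lay on opposite sides, at 27.94 and −61.08. The tables argue against some explanations as the whole cause. A few genes taking most of the counts would need a large share of counts in these 2 mice, but the 10 most abundant genes held 4.46% and 4.86% of them, less than the 5.29% to 5.81% in the other 4. Both mice followed transcript length with the same sign (Spearman −0.38 in WT replicate 1 and −0.27 in Prmt9 KO replicate 1), as a length bias would give. After a trend with length was taken out the correlation of the 2 mice was 0.796, which argues against length as the whole cause and not against a part of it. For GC content, a first test asked whether both mice followed it with the same sign, and they did (Spearman 0.187 in WT replicate 1 and 0.0942 in Prmt9 KO replicate 1), as a GC bias would give. After that result was seen, it was replaced by the correlation after the GC trend was taken out, 0.81, which argues against GC content as the whole cause and not against a part of it. A lower share of oligodendrocytes alone would move early and late neuronal genes alike, but their medians differed by 1.75 and 1.205 (permutation test, two-sided, p = 0.0004 and 0.0031), while the 12 oligodendrocyte genes had medians of −2.12 and −2.90.

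Less mature tissue in both mice is a candidate explanation. Of 12 early neuronal genes the median deviation was 1.18 and 0.88, and of 9 late neuronal genes −0.57 and −0.32, and at most a share of 0.0151 of matched random lists was as extreme in any of these 4 comparisons. The lists were written after the split was seen, from genes whose values had not been looked at, and all of their genes are expressed in these samples. Against a single shared cause, the 12 choroid plexus genes rose in WT replicate 1 (1.45) and fell in Prmt9 KO replicate 1 (−1.31). Thalamus or striatum tissue in both mice cannot be told apart from the alternatives, with a share of 0.6898 of random lists having as high a median in Prmt9 KO replicate 1. The erythrocyte median was −0.87 and −1.14 and the immediate early median −0.54 and −0.35.

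A library preparation that differed for the mice numbered 1 stays open as well. Their mean fragment lengths of 192.3 and 175.7 bases lie at least 6 bases above those of the other mice, but the same 2 mice differ in the maturity lists, so tissue and library cannot be told apart. Age within the stated 2 weeks and litter were not tested.

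The 6 mice can be split into 3 and 3 in 10 ways, so no share can be under 0.1. As many called genes (0), called transcripts (0) and called events (0) came from 10 of the 10 splits, with 252 genes, 1216 transcripts and 614 events at an unadjusted p below 0.05 in the real split, and as many called gene lists from 10. As many usage calls came from 5, an A3SS odds ratio as large from 2 and as many synapse genes among the usage calls from 4. The splits that keep WT replicate 1 with Prmt9 KO replicate 1 gave 55, 67, 90 and 127 usage calls, above the 23 of the real split. They also gave from 2429 to 3964 genes and from 4700 to 7847 transcripts at an unadjusted p below 0.05, above the real split. With a PSI difference of at least 0.05 as well, they gave from 748 to 1584 events, against 532 in the real split. Among the 4 splits that part all replicate numbers, the real one was largest in genes at an unadjusted p below 0.05 (252, next 215), transcripts (1216, next 591), usage calls (23, next 15) and events at an unadjusted p below 0.05 and a PSI difference of at least 0.05 (532, next 313). With replicate number as a block, the real split gave 13 usage calls and the next 9.

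The usage test gave 55 called genes in counts simulated at the spread of these mice with no gene changed, more than the 23 observed, while the 5 other splits that part WT replicate 1 from Prmt9 KO replicate 1 gave between 8 and 15. Each of these splits mixes the genotypes, and 5 are too few to decide, so false calls of the test and changes in usage cannot be told apart for the 23 genes. In the same simulation without a change, the F test gave 32 and limma's diffSplice 23.

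Sf3b2, the substrate of PRMT9 in the paper, was lower in Prmt9 KO mice, with 237.1 ± 6.88 against 194.9 ± 3.50 CPM (SD, n = 3 each) and a log2 fold change of −0.28, lower in 3 of 3 Prmt9 KO mice than in every WT mouse. Groups stand apart by chance, in either direction, in 10% of genes. The unadjusted p was 0.0167, the adjusted p 1 over all genes, 0.184 over the 22 named genes and between 0.279 and 0.79 over all genes with the batch term or the block. The paper does not report this value, and it was singled out after it was seen.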
